# Diminished Maternal Tryptophan Leads to Sexually Dimorphic Differences in the Placenta–Brain Axis

**DOI:** 10.3390/nu18152575

**Published:** 2026-08-06

**Authors:** Rosalind T. B. Herrington, Zhen Lyu, Sarah E. Seda, Emmett E. Boling, Andrea K. Goldstein, Nathan J. Bivens, Zhentian Lei, Tanhaul Islam, Lloyd W. Sumner, Trupti Joshi, Cheryl S. Rosenfeld

**Keywords:** trophoblast, pregnancy, maternal diet, transcriptomics, metabolomics, serotonin, nutrition

## Abstract

**Background:** Tryptophan (Trp) is critical to mothers and their conceptuses, and this amino acid is the precursor to serotonin (5-HT). 5-HT modulates placenta function and fetal neurodevelopment. It is not clear if the placenta directly synthesizes 5-HT or uses the serotonin transporter (SERT/*Slc6a4*) to accrue 5-HT from the dam. The hypothesis tested herein is that reduction in maternal Trp leads to reductions in maternal Trp, 5-HT, and 5-hydroxy-3-indoleacetic acid (5-HIAA, metabolite of serotonin) and reductions in these metabolites within the placenta and fetal brain of female and male conceptuses. **Methods:** Female mice were placed on a reduced tryptophan (Trp) diet (0.1%) or control diet (0.2%). Diets were provided for two weeks prior to breeding (periconception period) until conceptuses were collected at approximately 12.5 days post-coitus (dpc). **Results:** While no reductions in maternal Trp and 5-HT were observed, both metabolites were significantly reduced in the placenta and fetal brain of male and female conceptuses (*p* < 0.05). Female conceptuses were susceptible to reductions in maternal Trp with 549 and 29 transcripts altered in the female placenta and fetal brain, respectively, of reduced Trp dams compared to control dams. Transcriptomic changes, such as reduced expression in *Slc6a4* and *Slc6a19* (transporter for Trp), in placenta of female conceptuses correlated with reductions in Trp and 5-HT amounts. **Conclusions:** Findings might have clinical importance to pregnant women as they reveal even subtle reductions in one amino acid profoundly influence conceptus development and might lead to sexual disparity in risk for later diseases, including neurobehavioral disorders.

## 1. Introduction

The conceptus is dependent upon the mother for provision of nutrients, including essential amino acids. As the primary communication organ with the mother, the placenta receives all nutrients and gases from underlying uterine blood vessels and returns fetal waste into maternal circulation for excretion. The placenta also relays the products received from the mother to the developing fetal organs. Amino acids are the building blocks for peptides and longer protein molecules. Placental deficiency in amino acid transport results in suppressed fetal growth [1,2]. The amino acid tryptophan (Trp) serves as the precursor for serotonin (5-HT). All Trp must be acquired through the diet with corn and sorghum providing minimal amounts of this essential amino acid [3]. Thus, in countries where such foods are the main sources of nutrition, individuals are prone to Trp deficiencies. There are other etiologies for reduced Trp levels, including Hartnup disease—a genetic condition causing reduced absorption of Trp in the gastrointestinal tract and reabsorption in the renal tubules [4]—Crohn’s disease [5], and preeclampsia [6].

In pregnant women, Trp reductions might result in harmful effects to the mother and her unborn offspring. Female mice on a completely deficient Trp diet bred to male mice show impaired decidualization response at day 5 and no implantation sites by day 8 [7]. Findings reveal that complete Trp deficient mice are unable to become pregnant. However, no differences in uterine receptivity molecules were noted between a reduced Trp group and control group of female mice [7]. While mice on the reduced Trp diet can become pregnant, concern remains as to how this might impact their developing conceptus.

5-HT is critical for normal placental and fetal development [8], thus the importance of its precursor, Trp, in pregnancy can be extrapolated and was the focus of a recent review article [9]. The article highlighted a cohort study with over 1000 female participants showing that elevation in maternal 5-hydroxytryptophan (5HTP) that might result in 5-HT deficiency is associated with small fetal size and potentially fetal growth restriction (defined as estimated fetal weight less than the tenth percentile) [10]. It also included various mouse studies. One study demonstrated that maternal imbalances of 5-HT lead to teratogenic effects in the conceptus, including congenital malformations of the central nervous system [11,12,13,14]. In fact, injection of 5-HT into pregnant mice during the pre-implantation period leads to miscarriage [11,12,13,14]. In mice, uterine inflammation due to intra-amniotic injection of bacterial lipopolysaccharide (LPS) downregulates tryptophan hydroxylase (TPH) expression in the placenta with concomitant reduction in 5-HT levels [15]. This treatment also suppresses TPH expression but increases monoamine oxidase expression in the fetal brain with a resultant decreased level of 5-HT [15].

5-HT accumulates in the human placenta [16], but the source of placental 5-HT remains unclear, as to whether it is synthesized in significant amounts by trophoblast (TB) cells or internalizes maternally produced 5-HT by binding of this compound to the serotonin transporter (SERT) expressed by trophoblast cells [17,18]. The genetic machinery for synthesis and metabolism is present in TB cells [19,20,21,22,23]. 5-HT immunoreactivity is visible in the ectoplacental cone [24,25], but during the emergence of the junctional zone (E9-12), it is localized largely in parietal trophoblast giant cells (pTGC) which are in close proximity to uterine decidual tissue [24]. While debate continues as to whether the placenta synthesizes 5-HT from maternal Trp [20,25,26,27,28] or acquires maternal 5-HT [18,24,29], the placenta provides 5-HT for the early stages of fetal forebrain development [24,26].

During early fetal brain development, 5-HT acts as both a neurotransmitter and morphogen. Some of the roles for 5-HT during this process include mediating early neural crest formation, metamorphosis, and the development of the dorsal thalamus brain region [30].

Current results reveal maternal Trp and 5-HT are essential for pregnancy, but the ramifications of reduced maternal Trp on the development of the placenta and fetal brain remain unclear. The hypothesis tested herein is that reduction in dietary Trp provided to pregnant female mice leads to reduced circulating concentrations of Trp and 5-HT in the dam and in the placenta and fetus of both female and male conceptuses. Secondarily, we postulated that reduced maternal Trp might cause global transcriptomic changes in the placenta and fetal brain in female and male offspring. To test these hypotheses, C57 female mice were fed a reduced tryptophan diet (0.1% Trp) or control diet (0.2% Trp). These diets were administered for two weeks prior to breeding until euthanasia at ~12.5 days post-coitus (dpc). At this time, maternal serum and uterine samples were collected to analyze amounts of Trp, 5-HT, and 5-HIAA (metabolite of 5-HT) in these samples. These metabolites were also measured in placenta and fetal brain samples from female and male conceptuses. RNA was also isolated from these tissues and used for RNAseq analyses to assess sex-dependent transcriptomic changes in these organs.

## 2. Materials and Methods

### 2.1. Placement of Female Mice on Reduced Tryptophan and Control Tryptophan Diet and Breeding

This research was approved by the University of Missouri Animal Care and Use Committee (ACUC, Protocol #45687). Twelve adult (~8–12 week old) wild type C57Bl6J mouse dams, which were purchased from Jackson Laboratory (Bar Harbor, ME, USA), were randomly assigned to be placed on one of two diets: (1) reduced in Trp (0.1%, Trp, 190563, Table S1) or (2) control amount of tryptophan-Trp (0.2%, 190359, Table S2). The diets were formulated by Inotiv (previously Teklad, Madison, WI, USA). These diets and percentages have been chosen based on previous publications [7,31]. Yusufu et al. [31] showed that the reduced Trp diet tested herein results in gut microbiome and other phenotypic changes. A maternal diet completely deficient in Trp resulted in no implantation sites [7], whereas no differences in uterine receptivity were noted in the reduced Trp vs. CTL Trp diet [31]. However, these researchers did not examine how these diets might impact maternal behavior, including sleeping, and the placenta–brain axis in her fetuses. Notably, neither of these studies reported any gross adverse changes due to consumption of the reduced Trp diet. The mice consumed both diets to the same extent. We closely monitored diet intake and health of the females on both diets, and no adverse effects were noted.

After the females were randomly assigned to one of the two diets, we analyzed the average and standard error of the mean (SEM) weight to ensure the two groups did not vary in weight at the outset of the studies. Mice were housed in a 12:12 h dark: light cycle. Aspen shaving bedding from Bourn Feed (Columbia, MO, USA) was provided. Each female was given a nestlet (Ancare Corp., Bellmore, NY, USA) for environmental enrichment and nest building. Cages, aspen bedding, and nestlets were changed weekly as required by our animal facility. Cages for the two treatment groups were randomized for each shelf and rack to avoid any positional bias. Females were housed singly to monitor food intake. We and others who have analyzed how maternal changes in mice can affect the placenta have primarily tested four to six replicates per group [32,33,34,35,36,37,38,39,40], which is based on a power analysis of 0.8. Females were fed one of these two diets for two weeks prior to breeding (periconception period). Females were paired each night to control C57Bl6J males and examined the next morning for a vaginal plug. Males were removed at this time. If no vaginal plug was observed, the male was re-introduced that night, and female plugs were checked again the next morning until all had been bred. Pregnant females were maintained on one of the two assigned diets until euthanasia at ~12.5 dpc.

### 2.2. Collection of Maternal Serum, Maternal Uterine Samples, and Fetal Placenta and Brain Samples from Pregnant Mice on Reduced Tryptophan and Control Tryptophan Diets

Females from both groups who had been previously bred, as detailed above, were weighed daily and humanely euthanized at ~12.5 dpc, and this was done in accordance with American Veterinary Medical Association (AVMA)-approved euthanasia methods (CO_2_ followed by cervical dislocation). Fetal placentas and brains were frozen in liquid nitrogen. Fetal tissue was collected for embryonic sexing procedures. We, and others, have shown that this period is when the placenta is vulnerable to in utero perturbations [32,33,34,35,36,37,38,39]. Additionally, the brain is initially formed around this time and responsive to placental-derived factors, in particular 5-HT [41,42]. The experimental unit for the current work was 4-6 F1 male and female placenta or brain samples from conceptuses derived from P0 females on either the Trp reduced or Trp control diet. The Trp reduced and Trp control diet had 6 females in each case. All the females became pregnant, resulting in 6 litters for each group. Based on the PCR analysis to determine sex of the fetus (detailed below), and Fragment Analyzer results (detailed below), one female conceptus and one male conceptus from each litter was analyzed for metabolomics and RNAseq studies. This approach was used to avoid pseudo-replication by sampling more than one conceptus from each litter. The reason some F1 placenta or fetal brain samples only had four replicates is that for a few samples insufficient RNA was isolated for the RNAseq studies. The total animals included in the study for the P0 females and F1 male and female conceptuses was 36.

### 2.3. PCR Sexing of Conceptuses from Germ-Free and Multi-Pathogen-Free Pregnant Mice

Sex analysis of embryonic tissues was performed based on the presence or absence of an *Sry* gene, as we have done previously [43,44,45]. To ensure the absence of a band was not due to inadequate quality of DNA, primers against *Gapdh* were simultaneously analyzed and run on a separate gel.

### 2.4. Metabolomics Analyses of Tryptophan (Trp), Serotonin (5-HT), and 5-Hydroxy-3-Indoleacetic Acid (5-HIAA) in Maternal Serum and Uterine Samples and Placenta and Fetal Brain Samples from Conceptuses

Uterine, placenta, and fetal brain samples were weighed and diluted to a ratio of 1:20 (*w*/*v*; mg/µL) in acetonitrile containing 0.1% formic acid and a stable isotope-labeled internal standard mixture consisting of tryptophan-d5, serotonin-d4, and 5-hydroxy-3-indoleacetic acid-d6 (1.5 μg/mL each). The diluted tissue samples were homogenized by using a bead beater, transferred to Eppendorf tubes, and centrifuged at 13,000× *g* for 15 min. Maternal serum samples (50 μL) were extracted with 950 µL of the same solvent system containing the internal standards. The serum samples were vortexed and shaken on an orbital shaker for 30 min, followed by centrifugation at 13,000× *g* for 15 min. After centrifugation, 250 µL of the supernatant from each sample (uterine tissue, placenta, fetal brain, and maternal serum) was transferred to glass vials and evaporated to dryness under a gentle stream of nitrogen. The dried extracts were reconstituted in 75 μL of methanol containing 0.01% formic acid, yielding a final internal standard concentration of 5 μg/mL for each labeled compound. The reconstituted samples were transferred to glass inserts for subsequent liquid chromatography mass spectrometry (LC–MS) analysis.

LC–MS/MS analysis was performed in multiple reaction monitoring (MRM) mode by using a Waters Xevo TQ XS (Waters Corp., Milford, MA, USA) coupled to a Waters UHPLC system. Ionization was carried out with a positive electrospray ionization mode (ESI+). Chromatographic separation was achieved by using a C18 column (2.7 μm, 2.1 × 150 mm). The mobile phases consisted of (A) water with 0.1% formic acid and (B) acetonitrile. The gradient elution program (%B) was as follows: 0–0.15 min, 2%; 0.15–10.50 min, 2–60%; 10.50–11.00 min, 60–99%; held at 99% until 13.00 min; 13.00–13.50 min, 99–2%; and re-equilibrated at 2% until 16.00 min. The flow rate was set to 0.3 mL/minute. The column temperature was maintained at 40 °C, and the autosampler temperature was set to 10 °C. Mass spectrometric conditions were as follows: desolvation temperature, 250 °C; desolvation gas flow, 600 L/h; and cone gas flow, 150 L/h. The transition in MRM mode is shown below:

External calibration curves were generated for tryptophan, serotonin, and 5-hydroxy-3-indoleacetic acid by using a standard dilution series prepared in the presence of the isotope-labeled internal standards (5 μg/mL each). Quantification was performed based on the analyte-to-internal standard peak area ratios. Multivariate statistical analysis was conducted with MetaboAnalyst (Version 6.0). Principal component analysis (PCA) was applied to visualize sample clustering and metabolic variation. Data were analyzed with t-test analysis that was done with Microsoft Excel. A *p* value ≤ 0.05 was considered statistically significant.

### 2.5. RNA Isolation from Fetal Placenta and Brain Samples

To characterize changes in gene expression patterns in placenta and fetal brain samples from female and male conceptuses derived from dams on the reduced Trp and control tryptophan diet, total RNA was extracted as reported previously [43,44,45]. RNA was extracted and analyzed from 6 female placentas derived from dams on the reduced Trp diet, 4 female placentas derived from dams on the control Trp diet, 5 male placentas derived from dams on the reduced Trp diet, 6 male placentas derived from dams on the control Trp diet, 6 female fetal brain samples derived from dams on the reduced Trp diet, 4 female fetal brain samples derived from dams on the control Trp diet, 4 male fetal brain samples derived from dams on the reduced Trp diet, and 6 male fetal brain samples derived from dams on the control Trp diet. For each litter, we selected one female and one male conceptus for these studies. RNA integrity and quantity was determined by using the Fragment Analyzer system (University of Missouri Genomics Technology Core, Columbia, MO, USA). Only those samples with an RNA integrity number (RIN) score ≥ 7.0 were used for RNA sequencing (RNAseq).

### 2.6. Illumina TruSeq RNA Library Preparation and Sequencing

Libraries were constructed following the manufacturer’s protocol with reagents supplied in the Illumina mRNA Stranded Library Preparation Kit (Illumina Inc., San Diego, CA, USA) and sequenced at the University of Missouri Genomics Technology Core as described previously [43,44,45].

### 2.7. RNA-seq Data Processing

The RNA-seq data analysis pipeline commenced with quality assessment of the raw Illumina sequencing reads using FastQC (version 0.12.1) [46]. High-quality reads were subsequently aligned to the mouse reference genome (GRCm39) by using the HISAT2 (version 2.1.0) aligner [47]. Gene-level read counts were then quantified with the featureCounts program (version 1.42.1) [48]. The DESeq2 package (version 1.42.1) in R was used to determine differentially expressed genes (DEGs) based on sex and fetal tissue and was based on an adjusted *p*-value (padj) ≤ 0.05 and an absolute log_2_ fold change (|log2FC|) > 1 [49].

Principal Component Analysis (PCA) was conducted on normalized gene expression counts based on the scikit-learn library (version 1.6.1) [50]. Volcano plots were generated for each comparison by using the matplotlib package (version 3.10.0) [51]. This analysis was done to visualize significantly upregulated and downregulated genes for each comparison.

### 2.8. Enrichment and Network Analyses

Enrichment analyses were determined based on the free-only program, TissueEnrich [52] that uses the mouse ENCODE dataset [53] and EnrichR (version 3.4) [54] with the KEGG_2019_Mouse database. DEGs were imported into G:Profiler to analyze GO pathways, including molecular function, biological function, and cellular component, that are predicted to be affected based on the transcriptomic changes identified in the female placenta and fetal brain for those conceptuses derived from dams on the reduced Trp diet compared to those derived from dams on the control Trp diett [55].

### 2.9. Correlation Analyses of RNAseq and Metabolomics Data

DEGs identified from each comparison were correlated with metabolomics data by using R. Correlation analyses were determined based on Kendall’s rank correlation coefficient, and this procedure was done to assess monotonic associations between gene expression levels and metabolite abundances. Results were visualized with the corrplot package (version 0.95) [56]. Statistically significant correlations (*p* < 0.05) are highlighted with red rectangles in the figures to emphasize meaningful gene–metabolite associations.

## 3. Results

### 3.1. Maternal Body Weight, Food Consumption, and Litter Size

No differences in body weight were noted prior to being placed on either the control Trp diet or reduced Trp diet or at the time of euthanasia (*p* > 0.05 for both timepoints, Figure S1A). No difference in average food consumption was observed between the two groups (reduced Trp diet: 0.74 ± 0.02 g and control Trp diet: 0.72 ± 0.03 g, *p* = 0.59). No differences in litter size were noted between pregnant female mice on the reduced Trp diet compared to those on the control Trp diet (8.17 ± 0.64 vs. 8 ± 1.13 conceptuses, respectively, *p* = 0.90, Figure S1B).

### 3.2. Tryptophan (Trp), Serotonin (5-HT), and 5-HIAA Concentrations Within Maternal Serum and Uterine Samples

No significant differences in Trp, 5-HT, or 5-HIAA were detected in maternal serum and uterine samples. These results are provided in Table S4. Trp in serum from reduced Trp dams and control Trp dams was 6.96 ± 2.83 ng/mL vs. 13.05 ± 2.45 ng/mL, respectively, *p* = 0.07. 5-HT in serum from reduced Trp dams and control Trp dams was 0.803 ± 0.59 vs. 1.62 ± 0.75, respectively, *p* = 0.23. 5-HIAA in serum from reduced Trp dams and control Trp dams was 0.106 ± 0.08 vs. 0.077 ± 0.02, respectively, *p* = 0.35. Trp in uterine tissue from reduced Trp dams and control Trp dams was 9.45 ± 2.96 vs. 8.26 ± 1.81, respectively, *p* = 0.37. 5-HT in uterine tissue from reduced Trp dams and control Trp dams was 0.001 ± 0.0005 vs. 0.001 ± 0.0004, respectively, *p* = 0.40. 5-HIAA in uterine tissue from reduced Trp dams and control Trp dams was 0.24 ± 0.07 vs. 0.22 ± 0.05, respectively, *p* = 0.42.

### 3.3. Tryptophan (Trp), Serotonin (5-HT), and 5-HIAA Concentrations Within Placenta and Fetal Brain Samples

While no differences were detected for these three molecules in maternal serum and uterine tissue, striking differences were detected in the placenta and fetal brain from female and male conceptuses. Female placentas from pregnant mice on a reduced Trp diet had significantly reduced concentrations of Trp (16.43 ± 0.66 vs. 23.8 ± 1.93, respectively, *p* = 0.001, Figure 1A, Table S5). 5-HT was also reduced in the placentas of female conceptuses derived from dams on the reduced Trp diet compared to those born to control dams (0.07 ± 0.02 vs. 0.21 ± 0.04, respectively, *p* = 0.007, Figure 1B, Table S5). Additionally, 5-HIAA was significantly reduced in the same cohort (0.24 ± 0.07 vs. 0.44 ± 0.08, respectively, *p* ≤ 0.05, Figure 1C, Table S5). Concentrations of Trp in male placentas from dams on a reduced Trp diet vs. control dams were also significantly reduced (15.86 ± 0.68 vs. 23.5 ± 2.17, respectively, *p* = 0.007, Figure 1D, Table S5). Placental samples of male conceptuses from dams on the reduced Trp diet had reduced 5-HT concentrations relative to counterparts originating from dams on the control diet (0.08 ± 0.03 vs. 0.30 ± 0.07, respectively, *p* = 0.01, Figure 1E, Table S5), as well as reduced 5-HIAA in the same cohort (0.20 ± 0.04 vs. 0.54 ± 0.10, respectively, *p* = 0.007, Figure 1F, Table S5).

Trp showed marked reduction in fetal brain samples from female conceptuses derived from dams on the reduced Trp diet relative to female fetal brain samples from control dams (25.04 ± 2.01 vs. 51.94 ± 3.37, respectively, *p* = 0.00005, Figure 2A, Table S5). 5-HT levels were reduced in female fetal brain samples vs. female brain samples from control dams (0.01 ± 0.007 vs. 0.04 ± 0.01, respectively, *p* ≤ 0.05, Figure 2B, Table S5). Lower levels of 5-HIAA were seen in fetal brain samples of female conceptuses after in utero exposure to the reduced Trp diet compared to analogous samples from control dams (0.17 ± 0.04 vs. 0.31 ±0.07, respectively, *p* = 0.06, Figure 2C, Table S5). Fetal brains from male conceptuses derived from dams on the reduced Trp diet also had significantly decreased amounts of Trp relative to those derived from control dams (24.2 ± 1.90 vs. 45.6 ± 3.41, respectively, *p* = 0.0003, Figure 2D, Table S5). Male fetal brain samples from dams on the reduced Trp diet also showed a trend towards a reduction in 5-HT compared to those from control dams (0.0075 ± 0.003 vs. 0.072 ± 0.03, respectively, *p* = 0.08, Figure 2E, Table S5). 5-HIAA amounts were significantly reduced in male fetal brain samples from dams on the reduced Trp diet relative to control dams (0.12 ± 0.04 vs. 0.29 ± 0.05, respectively, *p* = 0.02, Figure 2F, Table S5). Comparing levels of Trp in maternal and fetal tissues, Trp was present in highest concentrations in both the male and female fetal brain samples, followed by the male and female placentas, and, finally, the uterine tissue. However, 5-HT was most abundant in uterine tissue, followed by male and female placentas, and, finally, male and female fetal brain samples.

### 3.4. RNA Sequencing

#### 3.4.1. General Features Based on Organ, Genotype, and Sex Differences

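RNA was sequenced from mouse placentas and fetal brains, by the paper at about 12.5 dpc, and each library is labelled as 1 tissue of 1 conceptus. The dams ate a diet with 0.2% Trp (control) or 0.1% Trp (reduced). Counts from 39 libraries were analysed. Of the female conceptuses, 4 placentas and 4 fetal brains came from control Trp dams and 6 placentas and 6 fetal brains from reduced Trp dams. Of the male conceptuses, 6 placentas and 6 fetal brains came from control Trp dams, and 4 placentas and 3 fetal brains from reduced Trp dams. A further male placenta and a further male fetal brain from reduced Trp dams were not analysed here, and 2 columns of counts that match no labelled sample were not used. The authors prepared stranded mRNA libraries, aligned the reads to the mouse genome (GRCm39) with HISAT2 and counted them per gene with featureCounts. The counts are not normalized and cover 56092 genes. The paper's text does not name the strand setting of the counting, so reads from a gene and an overlapping antisense gene cannot be told apart here.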

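Total counts per library, given in M (mega), ranged from 67.2 to 144.8 M over all libraries, with a median of 105 M and a mean of 107 M. The paper gives an average of 128000000 mapped reads. In female placentas the median total was 111 M (67.2 to 113 M) from control Trp dams and 103 M (83.5 to 134 M) from reduced Trp dams. In male placentas it was 101 M (88.004 to 127 M) and 131 M (105 to 144.8 M). For female fetal brains the corresponding medians were 90.8 M (67.6 to 105 M) and 101 M (97.3 to 144 M), and for male fetal brains 106 M (82.1 to 122 M) and 113 M (105 to 119 M). The spread between conceptuses, as edgeR's dispersion, was larger than the counting variance for 20891 of 20925 genes tested in female placenta, 20842 of 20875 in male placenta, 23504 of 23512 in female fetal brain and 24143 of 24181 in male fetal brain. From the counts, the diets were compared within each sex and tissue with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM scaling. Genes entered a comparison when filterByExpr kept them with a minimum count of 10. A gene was called differentially expressed at an adjusted p of 0.05 or less and an absolute log2 fold change above 1, which are the thresholds of the paper. DESeq2, the tool the paper used, was run on the same counts as an alternative. Levels are given in CPM scaled by TMM. These tests and thresholds, the gene lists named for tissues and pathways and most alternatives were fixed before the data were examined.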

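All control libraries were sequenced in lane 2. Of the reduced Trp libraries analysed here, 2 female placentas and 1 female fetal brain were also in lane 2. The others were in lane 3, so in the male comparisons lane and diet cannot be told apart. The labels give no litter. By the paper's design each litter gave 1 conceptus of each sex, so litter mates occur across the sexes but not within a sex and tissue, and where both sexes were tested together they were taken as independent. The 3 conceptuses F2 (control Trp), F79 and F92 (reduced Trp) are labelled female but carried transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The mean of these genes was 11.7 to 27.6 CPM in their placentas and 20.4 to 37.9 CPM in their fetal brains. In the other conceptuses labelled female it was at most 0.0172 CPM in placenta and 0.151 CPM in fetal brain. In their fetal brains the X inactivation transcript Xist was at 0.115 to 0.122 CPM. Fetal brains labelled male had 0.0238 to 0.165 CPM, and the others labelled female 149 to 572 CPM. The paper sexed the conceptuses by the presence or absence of Sry. Counts of differentially expressed genes without these 3 conceptuses, computed after the data were seen, are given beside the female results. The female group means, fold changes, list tests and separation by diet include them.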

The average number of reads for all samples was 131,000, the average number of mapped reads was 128,000,000, and the average percentage of alignment was 95.2% (Table S3). PCA plots for the following comparisons is provided in Figure S2: female placentas from reduced dams vs. female placentas from control Trp dams, male placentas from reduced Trp dams vs. male placentas from control Trp dams, female fetal brains from reduced Trp dams vs. female fetal brains from control Trp dams, and male fetal brains from reduced Trp dams vs. male fetal brains from control Trp dams. PERMANOVA values for female and male placental comparisons were 0.05 and 0.23, respectively. 

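Female placentas of the 2 diet groups were separated more clearly than male placentas. A multivariate permutation test on the pseudo-F compares distances between libraries within and between the diets. In female placentas (n = 4 control and 6 reduced Trp), diet accounted for 28.7% of the variance between libraries, with a pseudo-F of 3.22 and a one-sided exact p = 0.0143 over all 210 splits of the libraries. In male placentas (n = 6 and 4), diet accounted for 13.3% of the variance (pseudo-F 1.23, exact p = 0.238). The smallest p these designs allow is 0.00476. Distances were Euclidean on log2(CPM + 1). On the first 2 principal components of DESeq2 normalized counts the exact p for female placentas was 0.0524, above 0.05, and with Bray-Curtis distances it was 0.0381. With 1 library left out, the Euclidean exact p for female placentas was between 0.00794 without F58 and 0.0476 without F21 or F2. On the first principal component of log2(CPM + 1), the controls F21 and F2 were at 96.2 and 48.6. The controls F10 and F40 were at -10.2 and -7.10, near the reduced Trp libraries. No setting of this test separates lane from diet or leaves out F2, F79 and F92 together. Whether the female and male separations differ was not tested by this method.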

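In fetal brains, the separation of the libraries by maternal diet did not reach an exact p of 0.05 in either sex. Diet accounted for 17.5% of the variance between female fetal brains (pseudo-F 1.70, one-sided exact p = 0.105, n = 4 control and 6 reduced Trp). In male fetal brains it accounted for 25.3% (pseudo-F 2.38, exact p = 0.0595, n = 6 and 3), where the 84 possible splits allow no p below 0.0119. Single conceptuses decide these results. Without F58, a reduced Trp fetal brain, the female exact p was 0.0238, and without M30, a control, the male exact p was 0.0179.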

PERMANOVA values for female and male fetal brain comparisons were 0.04 and 0.26, respectively. Thus, there was significant separation for the female group comparisons but not for the male group comparisons. 

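Among the gene groups, genes of the fetal liver and yolk sac and squamous epithelium genes had the largest differences in mean between the female placentas of the 2 diets. The mean log2 CPM of the squamous epithelium genes, which encode keratins and cornified envelope proteins, was 1.15 ± 0.15 (SD, n = 4) in female placentas from control Trp dams and -1.12 ± 0.33 (SD, n = 6) from reduced Trp dams. Every control library lay above every reduced Trp library (two-sided exact permutation p = 0.00476, the smallest these groups allow, and 0.0917 adjusted over all lists of this comparison). Fetal hepatocyte markers such as albumin and fibrinogen had means of 4.55 ± 1.05 and 1.70 ± 1.62 (exact p = 0.0238, n = 4 and 6), and markers of yolk sac visceral endoderm had means of 6.82 ± 0.86 and 4.53 ± 1.41 (exact p = 0.0286, n = 4 and 6). Trophoblast giant cell markers, by contrast, were at 7.38 ± 0.23 and 7.43 ± 0.19 (exact p = 0.714, n = 4 and 6). In male placentas the squamous mean was -0.98 ± 0.18 (SD, n = 6) and -0.41 ± 1.18 (SD, n = 4, exact p = 0.252), the hepatocyte mean 2.94 ± 1.44 and 2.24 ± 1.10 (exact p = 0.438, n = 6 and 4) and the visceral endoderm mean 5.47 ± 1.30 and 4.74 ± 1.06 (exact p = 0.381, n = 6 and 4). Male controls were thus near the female reduced Trp placentas in squamous transcripts. The male value of the reduced Trp group is spread by 1 library, M59, at 1.29.

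**Figure D1:**
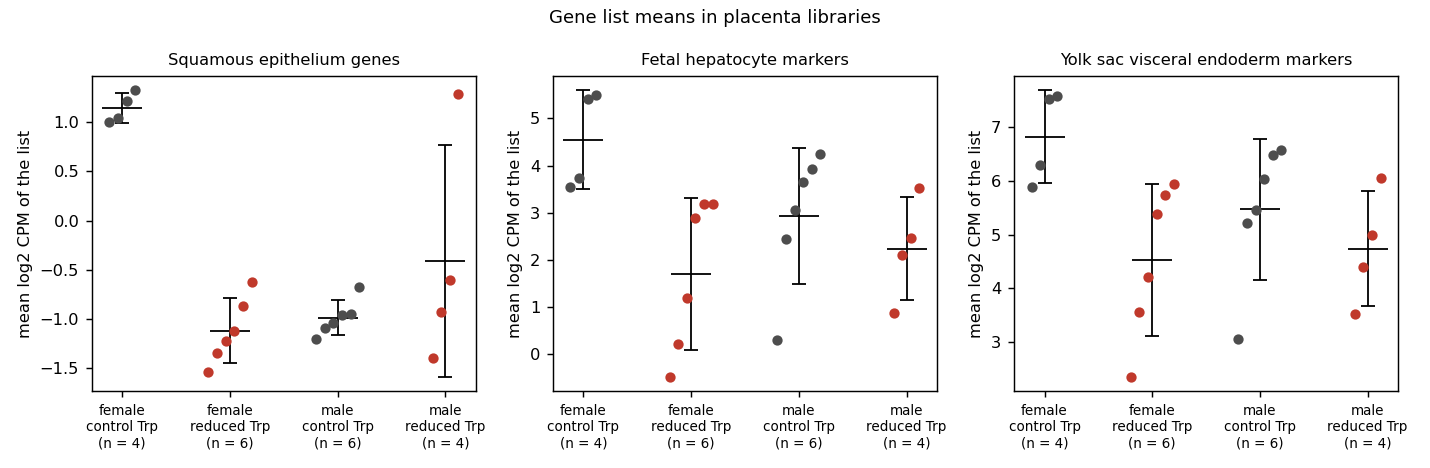
Mean log2 CPM of 3 gene lists in each placenta library (points), with the mean (wide line) and SD (error bars) of the 4 groups by sex and maternal diet. Squamous epithelium genes of the 4 female control placentas lie between 1.00 and 1.32, above the 6 female reduced Trp placentas, which lie between -1.54 and -0.62.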

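In female fetal brains, transcripts of fetal hepatocytes had a lower mean in libraries from reduced Trp dams. Their mean log2 CPM was 0.06 ± 1.41 (SD, n = 4) in libraries from control Trp dams and -2.56 ± 0.33 (SD, n = 6) from reduced Trp dams (two-sided exact permutation p = 0.00476, the smallest these groups allow, adjusted p = 0.0524 over all lists). Each control library lay above each reduced Trp library, although the control F21 was at -1.94. Visceral endoderm markers had means of 0.61 ± 0.60 and -0.42 ± 0.39 (exact p = 0.00476, n = 4 and 6), trophoblast giant cell markers -2.54 ± 2.58 and -4.52 ± 0.71 (exact p = 0.0143, adjusted p = 0.0943) and spongiotrophoblast and glycogen cell markers 0.11 ± 2.38 and -1.87 ± 0.85 (exact p = 0.0476, adjusted p = 0.224). The control F10, whose fetal brain library carried placental transcripts, was the highest for these 3 lists, at 1.48, 1.31 and 3.59. In male fetal brains the hepatocyte markers were at -2.37 ± 1.16 (SD, n = 6) and -2.09 ± 1.21 (SD, n = 3), with an exact p = 0.750. There, eye markers, which are lens crystallins and retinal genes, had means of 4.19 ± 2.04 and 0.73 ± 0.98 (exact p = 0.0476, n = 6 and 3, adjusted p = 0.306), and the control M30 was at 0.20. In female fetal brains the eye markers were at 4.70 ± 0.72 and 1.78 ± 3.04 (exact p = 0.0905, n = 4 and 6). Fetal brain libraries of every group also carried squamous epithelium transcripts, with group means of 5.24 to 7.19 log2 CPM. Skeletal muscle and cartilage markers had group means of 5.80 to 6.49 log2 CPM. Such transcripts, like those of the eye, can come from tissue other than brain, and how much of it each sample held was not tested.

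**Figure D2:**
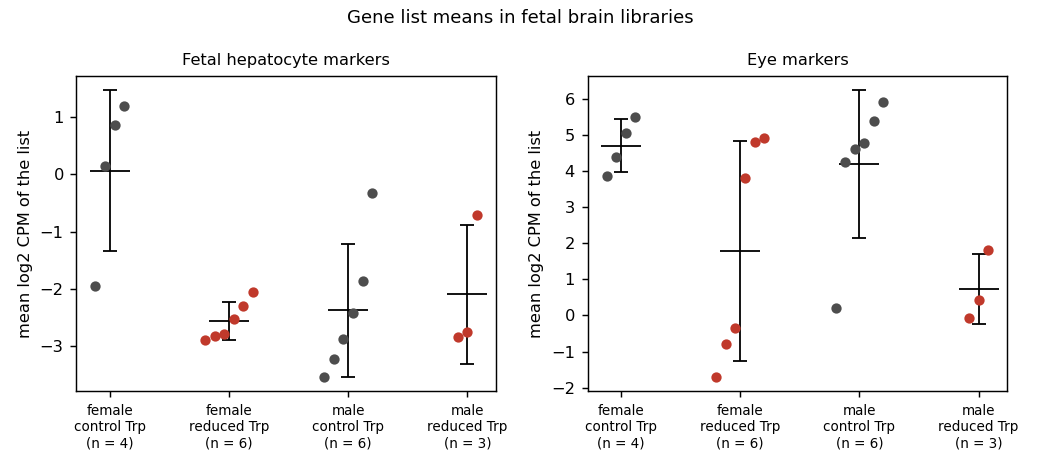
Mean log2 CPM of fetal hepatocyte markers and of eye markers in each fetal brain library (points), with the mean (wide line) and SD (error bars) of the 4 groups by sex and maternal diet. Hepatocyte markers of the 6 female reduced Trp fetal brains lie between -2.88 and -2.05, and those of the 4 female controls between -1.94 and 1.19.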

Importantly, these data provide the first hints that transcriptomic profiles of the placenta and fetal brain of female conceptuses are vulnerable to even slight reductions in maternal Trp dietary ingestion, whereas this change in maternal nutrient status had only minimal effect in the placenta and fetal brain of male conceptuses.

Volcano plot analyses revealed that at padj ≤ 0.05 and two-fold change difference, 549 transcripts differed between female placentas from reduced Trp dams vs. female placentas from control Trp dams, with 99 upregulated and 450 downregulated in female placentas from reduced Trp dams relative to female placentas from control Trp Dams (Figure 3A). 

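In female placentas, 5 genes passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 5 were lower in placentas from reduced Trp dams. Alox12b, a lipoxygenase of the skin barrier (chromosome 11 from 69041472 to 69060618, GRCm39), fell from 1.07 ± 0.550 CPM (SD, n = 4) in controls to 0.0518 ± 0.0315 CPM (SD, n = 6), a log2 fold change of -4.30 (standard error 0.491) with an edgeR adjusted p = 0.0312. Cnfn, which encodes the cornified envelope protein cornifelin (chromosome 7 from 25067040 to 25069156), had a log2 fold change of -6.06 (standard error 0.813), and Krtdap, a keratinocyte differentiation gene (chromosome 7 from 30487321 to 30490522), one of -2.09 (standard error 0.283). Krt6a, a keratin of stratified epithelia (chromosome 15 from 101598345 to 101602742), changed by -5.36 (standard error 0.729), with 26.9 ± 34.7 CPM in controls and 0.653 ± 0.173 CPM in reduced Trp placentas. Reads of its near-identical paralog Krt6b cannot be separated from it with certainty. Serpinb11, a clade B serpin (chromosome 1 from 107288928 to 107308208), changed by -3.72 (standard error 0.484). The edgeR adjusted p of these last 4 genes was 0.0369 each, and for all 5 genes each of the 4 control libraries was above each of the 6 reduced Trp libraries.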

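edgeR tested 20925 genes, of which 3638 had an unadjusted p under 0.05. DESeq2 called 549 genes, 99 higher and 450 lower. Of these, 534 were tested by edgeR, where all had an unadjusted p under 0.05 and the same direction, with adjusted p from 0.0312 to 0.237. Single conceptuses decide the edgeR count: it was 0 without F2, F52, F69, F79 or F88, 1 without F92, 10 without F40, 11 without F21, 40 without F10 and 109 without F58. It was also 0 with sequencing lane as a covariate, 0 in the lane 2 libraries alone (4 controls and 2 reduced Trp) and 0 without the 3 conceptuses that carried Y-linked transcripts (1093 genes at an unadjusted p under 0.05). Covariates for hepatocyte and visceral endoderm markers or for the log2 share of embryonic beta-globin, the second chosen after the data were seen, brought it to 0 as well. The DESeq2 count was 41 with lane as a covariate, 25 in lane 2 alone, 46 without those 3 conceptuses and 5 with the hepatocyte and visceral endoderm covariate. With the globin covariate it was 193, of which more were higher (109) than lower (84), and 85 of the 193 were among the 549. Left out singly, F2 gave 125, F21 273, F69 309, F79 344, F52 347, F92 352, F40 1053, F58 1064 and F10 1081.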

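In male placentas, Car6 and 1810073O08Rik were the genes with higher transcript levels in conceptuses of reduced Trp dams. Car6 encodes carbonic anhydrase VI and had a log2 fold change of 3.32 (standard error 0.466), with an edgeR adjusted p = 0.274 and a DESeq2 adjusted p = 9.12e-09. 1810073O08Rik (chromosome 17 from 84213283 to 84229038, GRCm39) was at 0.245 ± 0.0988 CPM (SD, n = 6) in controls and 0.958 ± 0.514 CPM (SD, n = 4) in reduced Trp placentas, a log2 fold change of 1.95 (standard error 0.396) (edgeR adjusted p = 0.813, DESeq2 adjusted p = 0.0253). For both genes, every reduced Trp library was above every control. DESeq2 called these 2 genes, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 20875 genes, with 722 at an unadjusted p under 0.05. With no low-count filter edgeR called 1 gene, as it did without the reduced Trp conceptus M93. The DESeq2 count ranged from 1 without M27, M86 or M9 to 88 without M59, and it was 31 without M30, 4 without M46 and 5 without M77. All reduced Trp libraries of this comparison were in lane 3, which holds no control, so no value within a lane can be given.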

For male placenta samples, two differentially expressed genes were identified between conceptuses derived from reduced Trp dams vs. control Trp dams, and both were upregulated in male placentas from reduced Trp dams relative to control Trp dams (Figure 3B). 

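The female fetal brain genes with the strongest evidence encode plasma proteins of the liver, and they were lower in conceptuses of reduced Trp dams. Fgb, the fibrinogen beta chain (chromosome 3 from 82947448 to 82957170, GRCm39), was at 2.71 ± 2.19 CPM (SD, n = 4) in controls and 0.0544 ± 0.0344 CPM (SD, n = 6) in reduced Trp fetal brains, a log2 fold change of -5.60 (standard error 0.697). Kng1, which encodes kininogen (chromosome 16 from 22876615 to 22900840), was at 1.75 ± 1.16 and 0.0578 ± 0.0406 CPM, a log2 fold change of -4.90 (standard error 0.611). Both had an edgeR adjusted p = 0.0574, just above the threshold, and every control was above every reduced Trp library. The fibrinogen chains Fga and Fgg had log2 fold changes of -4.82 (standard error 0.736) and -4.78 (standard error 0.848). The genes that DESeq2 called higher were the predicted genes Gm4617, Gm10830 and Gm57035, with log2 fold changes of 1.23, 1.35 and 2.61. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 23512 genes passed both thresholds, with 2156 at an unadjusted p under 0.05, while DESeq2 called 29 genes, 3 higher and 26 lower. The 25 of these that edgeR tested had the same direction, with edgeR adjusted p from 0.0574 to 0.4999. The balance of DESeq2's calls turned with covariates, to 21 higher and 2 lower with hepatocyte and visceral endoderm markers (members of these lists left out) and to 25 higher and 17 lower with the log2 share of embryonic beta-globin, chosen after the data were seen. The edgeR count was 17 without the control F21 and 1 without the control F2. The DESeq2 count was 17 without F10, 78 without F40, 61 without F50 and 476 without F58, and 23 without the 3 conceptuses that carried Y-linked transcripts. With lane as a covariate DESeq2 called 15 genes, and in lane 2 alone, where F50 is the lone reduced Trp library and is assumed to vary like the controls, 33, while edgeR called 0 in both.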

For brain samples, 29 transcripts were differentially expressed for female brain samples with three upregulated and 26 downregulated in the fetal brains of female conceptuses derived from reduced Trp dams compared to the fetal brains of female conceptuses derived from control Trp dams (Figure 3C). 

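In male fetal brains, no gene passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which tested 24181 genes and gave 2988 with an unadjusted p under 0.05. DESeq2 called 544 genes, 34 higher and 510 lower, in the 3 reduced Trp and 6 control libraries. Of these, 536 were tested by edgeR, all in the same direction, with edgeR adjusted p from 0.281 to 0.368. Among the genes lower in fetal brains from reduced Trp dams were Htr3b, a subunit of the 5-HT3 receptor, with a log2 fold change of -2.07 (standard error 0.466) and an edgeR adjusted p = 0.281 (DESeq2 adjusted p = 0.000375), and Nupr1, a stress-response gene, with -1.73 (standard error 0.408) and an edgeR adjusted p = 0.281. Acta1, skeletal muscle actin, was at 2442 ± 1269 CPM (SD, n = 6) in controls and 521 ± 238 CPM (SD, n = 3), a log2 fold change of -2.23 (standard error 0.544). Without the control M30, edgeR called 191 genes, 5 higher and 186 lower, and DESeq2 989, and without the reduced Trp M93 DESeq2 called 211. With the log2 share of embryonic beta-globin as a covariate, chosen after the data were seen, the DESeq2 count was 32, 1 higher and 31 lower.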

For male brain samples, zero genes showed differential expression between conceptuses derived from reduced Trp females vs. those from control Trp females (Figure 3D). Thus, the volcano plot analyses further emphasize how reductions in maternal Trp dietary intake lead to pronounced sex differences in gene expression alterations in the placentas and fetal brains of female conceptuses but only minimal changes for male conceptuses.

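A direct test of whether the diet effect differs between the sexes as labelled gave a difference in placenta for squamous epithelium genes. The female controls, with squamous means of 1.00 to 1.32 log2 CPM, include F2, which carried Y-linked transcripts. Controls labelled male reached at most -0.67, but the male reduced Trp placenta M59 was at 1.29. High squamous levels thus did not follow the absence of Y-linked transcripts. In 20 placenta libraries, 7 of 22165 genes had a sex-by-diet interaction at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all with a lower female than male log2 fold change. The female minus male difference was -8.34 (standard error 1.29) for Krt13, a keratin of mucosal squamous epithelium, -9.46 (standard error 1.48) for Cnfn, -2.80 (standard error 0.451) for Krtdap, -6.31 (standard error 1.06) for Krt6a and -5.84 (standard error 1.01) for Serpinb11. Fgfbp1, a carrier of fibroblast growth factors, had -6.11 (standard error 1.02), and Upk3bl, a uroplakin-like gene, -9.35 (standard error 1.62). The edgeR adjusted p of these genes ran from 0.0331 to 0.0362. Within each sex alone, Krt13 did not pass, with -6.08 (standard error 1.00) in females (edgeR adjusted p = 0.103) and 2.32 (standard error 0.718) in males (edgeR adjusted p = 0.813). Over the 30 squamous genes the median difference was -2.75, with 4 lower over all genes and 18 lower when adjusted over the list alone (camera adjusted p = 3.28e-31, and adjusted p = 0.000904 with an estimated correlation).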

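At an unadjusted p under 0.05, 536 genes had a sex-by-diet interaction in placenta, and DESeq2 called 26, 1 higher and 25 lower. The edgeR count was 0 with the mean of hepatocyte and visceral endoderm markers as a covariate, and 0 without F2, F79 and F92, the conceptuses that carried Y-linked transcripts. Left out singly, F21, F52, F69, F79, F92, M1, M20, M27, M46, M59 or M9 also brought it to 0, F58 to 3, and it was 13 without F40, M86 or M93 and 11 without F2. In 19 fetal brain libraries, edgeR called 0 of 25453 genes, with 531 at an unadjusted p under 0.05, DESeq2 called 13, 12 higher and 1 lower, and edgeR called 2 without M46. Fgb had a female minus male difference of -5.66 (standard error 1.54) there, with an edgeR adjusted p = 1.00. Over 25 hepatocyte markers the median difference in fetal brain was -3.18 (camera adjusted p = 5.06e-27, and adjusted p = 0.196 with an estimated correlation). From the separation of the libraries and the numbers of differentially expressed genes in each sex, the paper concludes that a reduced maternal Trp intake leads to pronounced expression differences in the placentas and fetal brains of females and minimal ones in males.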

#### 3.4.2. Differentially Expressed Genes in Placenta Based on Maternal Trp Dietary Status and Conceptus Sex Differences

Of the 549 known differentially expressed transcripts in female placentas compared to the two known differentially expressed genes in male placentas, both genes differentially expressed in the male (*Car6* and 1810073O08Rik) overlapped when comparing reduced Trp vs. control Trp placental samples (Figure S3, Supplementary File S1). 

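Most genes that DESeq2 called in female placentas had the same direction in male placentas. Of the 519 genes called in females and tested in both sexes, 449 (86.5%) had a male log2 fold change of the same sign, and 55 had an unadjusted male p under 0.05. Taken in the female direction, the median log2 fold change of these genes was 1.74 in females and 0.57 in males. These genes were chosen by their female values, which inflates the female median, so the smaller male median does not show a weaker response of males. Over the 20461 genes tested in both sexes, the female and male log2 fold changes had a Pearson r of 0.529 and a Spearman rho of 0.622 across genes, which are not independent replicates, and the comparisons share no library. By the paper's design the female and male conceptuses come from the same litters. Differences between litters that are not due to diet therefore also give the same direction in both sexes. Sequencing lane can do so too, since all control placentas were in lane 2 and 4 male and 4 female reduced Trp placentas in lane 3. No value was computed for either source, and none for the share of same signs over all genes tested. F2, F79 and F92, which carried Y-linked transcripts, count as female here. DESeq2 called 2 genes in both sexes, Car6 and 1810073O08Rik, and edgeR 0, since it called 0 in males. In females, Car6 had a log2 fold change of 3.19 (standard error 0.713) and an edgeR adjusted p = 0.149, and 1810073O08Rik one of 1.58 (standard error 0.398) and an edgeR adjusted p = 0.158. The squamous epithelium genes went the other way, with a median log2 fold change of -2.14 in females and 0.57 in males, where the male direction rests on the reduced Trp conceptus M59 (median -0.14 without it).

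**Figure D3:**
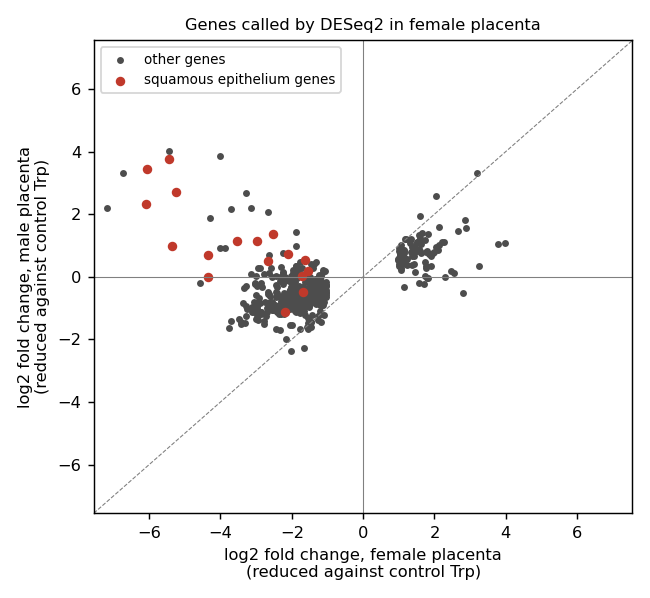
Log2 fold changes (reduced against control Trp) of the genes that DESeq2 called in female placenta and that were tested in both sexes, with the female value on the x axis and the male value on the y axis, squamous epithelium genes in red and other genes in grey. Of the 519 genes, 449 have the same sign in both sexes, and most squamous epithelium genes lie in the upper left part.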

A list of genes that are solely differentially expressed in female placentas from reduced Trp vs. control Trp dams appears in column A, and a list of differentially expressed genes that overlap in female and male comparisons appears in column B. This Venn diagram comparison further illustrates the fact that the reduced maternal Trp diet caused dramatic gene expression changes in the placentas from females but had minimal effect on the placentas from males. The full list and information of differentially expressed genes for female placentas in reduced Trp dams vs. control Trp dams is provided in Supplementary File S2, and those for male placentas in reduced Trp vs. control Trp dams is provided in Supplementary File S3. The most up- and downregulated transcripts based on fold-change for female placentas are shown in Table 1, with more details on the one upregulated transcript in male placentas from reduced Trp dams provided in Table 2. These tables also include general functions for these genes.

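Of the genes in Table 1 that encode no solute carrier or Car6, which DESeq2 called in female placentas, Wnt10a and Apoe were lower and Nol4, Cyp1a1, Hsd17b7 and Cyp2ab1 higher in placentas from reduced Trp dams (n = 4 control and 6 reduced Trp). Wnt10a (chromosome 1 from 74830675 to 74844355, GRCm39) had a log2 fold change of -3.01 (standard error 0.670) and Apoe, apolipoprotein E (chromosome 7 from 19430034 to 19434947), one of -2.85 (standard error 0.585), from 627 ± 570.2 to 86.9 ± 45.0 CPM (SD). Cyp1a1, a cytochrome P450 induced through the aryl hydrocarbon receptor (chromosome 9 from 57595211 to 57611107), had a log2 fold change of 2.88 (standard error 0.787). Hsd17b7, an enzyme of estradiol and cholesterol synthesis, was at 12.2 ± 2.20 CPM in controls and 33.5 ± 13.7 CPM in reduced Trp placentas, a log2 fold change of 1.45 (standard error 0.302). Nol4 was near the detection limit, at 0.0254 ± 0.0245 and 0.322 ± 0.202 CPM, and Cyp2ab1 had a log2 fold change of 1.42 (standard error 0.296). For Hsd17b7, Nol4 and Cyp2ab1 every reduced Trp library was above every control. None of these 6 genes passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p from 0.142 to 0.166, while their DESeq2 adjusted p ran from 8.17e-05 to 0.00208. Apoe was at -1.05 with hepatocyte and visceral endoderm markers as a covariate (edgeR adjusted p = 1.00).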

#### 3.4.3. Target Enrichment and Predicted Diseases/Pathways in Placentas Based on Maternal Trp Dietary Status and Conceptus Sex Differences

The TissueEnrich program [52] was used to assess which organs of the mouse have an abundance of transcripts for DEGs in female placentas. Such analysis was not performed for the male placentas as only a few genes were identified to be differentially expressed for the male placental comparison. For female placentas from reduced Trp dams vs. control Trp dams, the differentially expressed transcripts were surprisingly not enriched in the placenta but rather in organs associated with nutrient acquisition and metabolism, including the liver, intestine, and kidney (Figure 4). 

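Genes typical of liver, yolk sac, intestine and kidney were lower as groups in female placentas from reduced Trp dams, and trophoblast genes were not. Of 26 fetal hepatocyte markers, none was lower over all genes tested by edgeR and all 26 were lower when adjusted over the list alone, with a median log2 fold change of -2.72 (camera adjusted p = 5.94e-18, and adjusted p = 0.382 with an estimated correlation). Kng1 was at 336 ± 244 CPM (SD, n = 4) in controls and 46.6 ± 46.0 CPM (SD, n = 6) in reduced Trp placentas, and Hpx, which binds heme in plasma, had a log2 fold change of -2.75 (standard error 0.623). The 18 visceral endoderm markers had a median of -1.88, with 14 lower when adjusted over the list alone (camera adjusted p = 2.30e-11, and 0.382 with an estimated correlation). Afp, alpha-fetoprotein (chromosome 5 from 90638584 to 90656766, GRCm39), had a log2 fold change of -2.85 (standard error 0.934) there and Slc39a4, a zinc transporter, one of -0.95 (standard error 0.200). Of 12 enterocyte genes, 9 were lower over the list alone (median -1.42), as were 6 of 14 kidney proximal tubule genes (median -1.55, and -0.87 without the control F21), and the adjusted p of both lists was 0.382 with an estimated correlation. Medians of the trophoblast lists were 0.19 for giant cells, -0.01 for spongiotrophoblast and glycogen cells and -0.03 for syncytiotrophoblast, with camera adjusted p of 0.727, 0.680 and 0.914. With 1 library left out, they were between 0.06 without F40 and 0.30 without F58 for giant cells, -0.10 without F10 and 0.43 without F21 for spongiotrophoblast and glycogen cells and -0.15 without F2 and 0.09 without F21 for syncytiotrophoblast.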

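Among the 450 genes that DESeq2 called lower, fetal hepatocyte markers were overrepresented (10 of 26 members, one-sided Fisher's exact test, adjusted p = 1.21e-09), as were visceral endoderm markers (8 of 18, adjusted p = 1.69e-08), enterocyte genes (4 of 12, adjusted p = 0.000497) and kidney genes (3 of 14, adjusted p = 0.0110). Fisher's test, here and below, takes genes as independent, so its p is too small where members of a list vary together across libraries. Some genes stand in several lists, such as Apoa4 in the visceral endoderm and enterocyte lists and Slc6a19 in the enterocyte and kidney lists. With the mean of the hepatocyte and visceral endoderm markers as a covariate, DESeq2 called 5 genes outside these 2 lists in female placentas.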

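In male placentas, no gene list held a gene called by edgeR, and the lists with the lowest camera p were those of uterine, yolk sac and liver cells. The 10 markers of uterine natural killer cells had a median log2 fold change of 1.39 (camera adjusted p = 0.00158, and 0.867 with an estimated correlation, n = 6 control and 4 reduced Trp libraries). The granzymes Gzmf and Gzmd, proteases of these cells whose reads cannot be separated with certainty from those of near-identical relatives, had log2 fold changes of 1.41 (standard error 0.654) and 1.39 (standard error 0.648). Markers of decidual stroma had a median of 0.34 (camera adjusted p = 0.00374, and 0.867 with an estimated correlation), among them Hoxa11 with 0.60 (standard error 0.184) and the progesterone receptor Pgr with 0.84 (standard error 0.303). Visceral endoderm and hepatocyte markers had medians of -0.82 and -0.88 (camera adjusted p = 0.00322 for each), and glutathione metabolism, enterocyte genes and mesenchyme markers had medians of -0.30, -0.50 and 0.31 (camera adjusted p = 0.00374, 0.0415 and 0.00374). With an estimated correlation every one of these lists had an adjusted p = 0.867, and 0 members were called when adjusted over the list alone. Single libraries move these medians by over 1.5 times. Without the reduced Trp conceptus M93 they were 0.58 for natural killer cells, 0.20 for decidual stroma (0.21 without M20), -0.53 for visceral endoderm, -0.27 for enterocyte genes and 0.19 for mesenchyme (0.19 without M9). Without M59 they were -1.50 for visceral endoderm, -1.39 for hepatocytes, -0.85 for enterocyte genes and 0.20 for mesenchyme. The squamous epithelium genes had a camera adjusted p = 0.329.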

For male placentas, there were insufficient differentially expressed genes to run this analysis.

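Genes of lipoprotein particles were lower as a group in female placentas from reduced Trp dams. Of 16 such genes, 0 were called by edgeR over all genes and 12 were lower when adjusted over the list alone, with a median log2 fold change of -2.09 (camera adjusted p = 5.44e-07, and adjusted p = 0.382 with an estimated correlation). Apoa4, which encodes apolipoprotein A-IV, was at 582 ± 497 CPM (SD, n = 4) in controls and 51.9 ± 49.1 CPM (SD, n = 6) in reduced Trp placentas, and Rbp4, the retinol carrier of plasma, had a log2 fold change of -1.95 (standard error 0.484). Of 24 genes of cholesterol synthesis and uptake, 13 were lower and 1 higher when adjusted over the list alone, and none over all genes (median -0.60, and -0.37 without the control F2, camera adjusted p = 3.61e-06, and 0.424 with an estimated correlation). Mvd, an enzyme of the mevalonate pathway, had a log2 fold change of -1.85 (standard error 0.399) with an edgeR adjusted p = 0.149, Fdps, which makes farnesyl diphosphate, one of -1.25 (standard error 0.325), and Pcsk9, which degrades the LDL receptor, one of -2.73 (standard error 0.595) with an edgeR adjusted p = 0.149. Among the genes DESeq2 called lower were 7 of 16 lipoprotein genes (one-sided Fisher's exact test, adjusted p = 1.28e-07) and 4 of 24 cholesterol genes (adjusted p = 0.00653). With hepatocyte and visceral endoderm markers as a covariate, Mvd, Fdps and Pcsk9 were at -0.80, -0.47 and -1.28.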

GO biological processes (BPs) associated with differentially expressed transcripts in female placentas include those associated with small molecular metabolic processes, modified amino acid metabolic processes, cell differentiation, regulation plasma lipoprotein particle levels, lipid transport, olenic compound metabolic process reverse cholesterol transport, epithelial cell proliferation, cell adhesion, proteolysis, inflammatory response, response to stress, and cholesterol homeostasis (Figure 5). 

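Protease inhibitors of the serpin family and glutathione transferases included several genes that were lower in female placentas from reduced Trp dams. Of 43 Serpin genes tested, 1 (Serpinb11) was lower over all genes in edgeR, and 16 were lower and 2 higher when adjusted over the family alone (median log2 fold change -0.74), while DESeq2 called 8 lower. Serpina1a, an alpha-1-antitrypsin gene of liver and yolk sac, had a log2 fold change of -3.29 (standard error 0.860) (n = 4 control and 6 reduced Trp libraries), and its reads cannot be separated with certainty from those of its near-identical copies. Of 23 genes of glutathione metabolism, 12 were lower when adjusted over the list alone and 0 over all genes, with a median of -1.02, and -0.60 without the control F21 (camera adjusted p = 6.39e-07, and adjusted p = 0.424 with an estimated correlation). The glutathione transferase Gstt1 was at 1.76 ± 1.09 CPM (SD, n = 4) in controls and 0.326 ± 0.111 CPM (SD, n = 6), a log2 fold change of -2.43 (standard error 0.423) with an edgeR adjusted p = 0.104 and a DESeq2 adjusted p = 1.37e-05. Gstm1 had a log2 fold change of -1.62 (standard error 0.428) and an edgeR adjusted p = 0.160. Among the genes DESeq2 called lower were 8 of 22 genes of this list (one-sided Fisher's exact test, adjusted p = 8.57e-08).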

GO molecular function (MF) pathways associated with differentially expressed transcripts in female placentas include those associated with peptidase inhibitor activity, oxidoreductase activity, protein binding, glutathione transferase activity, serine hydroslase activity, antioxidant activity, and signaling receptor activity (Figure 6). 

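Keratins, the intermediate filament proteins of epithelia, and other squamous epithelium genes were lower in female placentas from reduced Trp dams. Of 28 squamous epithelium genes tested, 4 fell over all genes in edgeR and 22 when adjusted over the list alone, with a median log2 fold change of -2.14. This list was lower than other genes in camera (adjusted p = 4.99e-17), was the 1 list of this comparison that also passed with an estimated correlation (adjusted p = 0.00638), and had 4 of 28 members among the 5 genes that edgeR called (one-sided Fisher's exact test, adjusted p = 4.23e-10). DESeq2 called 20 of 31 of its members lower (adjusted p = 6.36e-25 by the same test). Lypd3, a surface protein of keratinocytes, had a log2 fold change of -4.35 (standard error 0.723) and Loricrin, a main protein of the cornified envelope, one of -3.55 (standard error 0.571), both with an edgeR adjusted p = 0.103. Asprv1, a protease that processes filaggrin, had one of -2.66 (standard error 0.388) with an edgeR adjusted p = 0.0625, and its control F21 was at 27.7 CPM against 7.61 to 9.31 CPM in the other controls. Of 31 keratin genes tested, 1 (Krt6a) was lower over all genes and 14 when adjusted over the family alone, and DESeq2 called 13 lower.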

GO cellular component (CC) pathways associated with differentially expressed transcripts in female placenta include those associated with the apical part of the cell, intermediate filament, and extracellular region (Figure S4). For the male placental comparison, there were insufficient gene expression differences to determine GO pathways that are likely to be functionally enriched.

#### 3.4.4. Differentially Expressed Genes in Brains Based on Maternal Trp Dietary Status and Sex Differences

The full list and information of DEGs for female fetal brain samples in reduced Trp dams vs. control Trp dams are provided in Supplementary File S4. No differentially expressed genes were identified in male brains from conceptuses derived from reduced Trp dams vs. control Trp dams. 

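In male fetal brains, lens, microglial and progenitor genes differed as groups by camera, without a gene called by edgeR. The crystallins Cryaa (chromosome 17 from 31896781 to 31900707, GRCm39), Cryga and Cryba1, structural proteins of the lens, had log2 fold changes of -7.09 (standard error 1.79), -7.47 (standard error 1.95) and -7.13 (standard error 1.93). Cryaa was at 502 ± 349 CPM (SD, n = 6) in controls and 3.68 ± 4.19 CPM (SD, n = 3) in reduced Trp fetal brains, and the control M30 was at 0.655 CPM. The 11 eye markers had a median of -2.36 (-3.63 without M93), with 7 lower when adjusted over the list alone (camera adjusted p = 0.0186, and adjusted p = 0.646 with an estimated correlation). The 9 macrophage and microglia markers had a median of -0.58 with 3 lower over the list alone (camera adjusted p = 0.00167, and 0.646 with an estimated correlation). Among them C1qa, a complement gene, was at 27.3 ± 3.28 CPM in controls and 16.4 ± 3.78 CPM in reduced Trp fetal brains (edgeR adjusted p = 0.291). Neural progenitor markers had a median of 0.35 (camera adjusted p = 0.0186, and 0.646 with an estimated correlation), with Sox1, a transcription factor of neural progenitors, at 0.70 (standard error 0.235). Erythroid markers had a median of 0.53 (camera adjusted p = 0.000931, and 0.646 with an estimated correlation), with the embryonic globin Hbb-y at 3.27 (standard error 1.33). Cholesterol synthesis had a median of -0.26 (camera adjusted p = 0.00229, and 0.646 with an estimated correlation). These last 3 medians rest in part on single libraries: neural progenitor markers had 0.23 without M1 and 0.23 without M93, erythroid markers 0.19 without M86, and cholesterol synthesis -0.16 without M27 and -0.16 without M93. For C1qa and Sox1, no reduced Trp library overlapped the controls. A score of genes that rise or fall with fetal brain age, higher in older brains, was 4.06 ± 0.82 in controls and 2.98 ± 0.45 in reduced Trp fetal brains (two-sided exact permutation p = 0.0833). The control M30 had the lowest score of the controls, 2.89, and an embryonic share of beta-globin of 2.63%. Whether the differences of these lists follow stage rather than diet was not tested.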

Select up- and downregulated transcripts based on fold-change for female brains are shown in Table 3. This table includes general functions for these genes.

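The apolipoprotein and alpha-fetoprotein genes were lower in the 6 female fetal brains from reduced Trp dams than in the 4 controls. Afp, a plasma protein of fetal liver and yolk sac, was at 29.3 ± 23.0 CPM (SD, n = 4) in controls and 2.91 ± 0.781 CPM (SD, n = 6) in reduced Trp fetal brains, a log2 fold change of -3.33 (standard error 0.453). Apoa1, the main apolipoprotein of HDL (chromosome 9 from 46139878 to 46142212, GRCm39), was at 8.72 ± 4.24 and 1.51 ± 0.565 CPM, a log2 fold change of -2.53 (standard error 0.344). Both had an adjusted p = 0.0667 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each control was above each reduced Trp library. Ambp, the precursor of alpha-1-microglobulin and bikunin, had a log2 fold change of -4.20 (standard error 0.755) (edgeR adjusted p = 0.286) and Apoh, a phospholipid-binding plasma protein, one of -3.64 (standard error 0.674) (edgeR adjusted p = 0.316). Apob, the core protein of LDL, had one of -3.29 (standard error 0.773) and Apoa4 one of -2.82 (standard error 0.680), each with an edgeR adjusted p = 0.4999. DESeq2 called all 6 genes, with adjusted p from 3.31e-10 for Afp to 0.0404 for Apoa4. All 6 genes belong to the lists of fetal hepatocyte or yolk sac visceral endoderm markers.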

#### 3.4.5. Target Enrichment and Predicted Diseases/Pathways in Brains Based on Maternal Trp Dietary Status and Sex Differences

The TissueEnrich program [52] was used to determine which organs of the mouse have an abundance of transcripts for transcripts differentially expressed in female and male brains. For the female fetal brains from reduced Trp dams vs. female fetal brains from control Trp dams, the differentially expressed transcripts are primarily expressed in the liver, intestine, and kidney (Figure 7).

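Liver genes were lower as a group in female fetal brains from reduced Trp dams, while enterocyte and kidney genes did not pass the test as groups. Of 22 fetal hepatocyte markers tested, 0 were called by edgeR over all genes and 16 were lower when adjusted over the list alone, with a median log2 fold change of -2.57 (camera adjusted p = 9.16e-17, and adjusted p = 0.509 with an estimated correlation). Alb, serum albumin, was at 29.4 ± 24.9 CPM (SD, n = 4) in controls and 1.48 ± 1.21 CPM (SD, n = 6) in reduced Trp fetal brains, and Ahsg, fetuin-A, had a log2 fold change of -5.12 (standard error 0.893). Visceral endoderm markers had a median of -0.78, with 6 of 17 lower over the list alone (camera adjusted p = 1.85e-06, and 0.509 with an estimated correlation). The 11 enterocyte genes had a median of -0.41 and the 12 kidney genes one of -0.23, with a camera adjusted p = 0.165 for each. With 1 library left out, these were between -0.56 without F50 and -0.15 without F21 for enterocyte genes and between -0.63 without F58 and -0.07 without F10 for kidney genes. These fixed lists are not the organ gene sets of the paper's TissueEnrich program, which was not run here. Among the 26 genes that DESeq2 called lower were 15 of 26 hepatocyte markers (one-sided Fisher's exact test, adjusted p = 6.23e-41), 5 of 18 visceral endoderm markers (adjusted p = 2.14e-11) and 1 of 14 enterocyte genes (adjusted p = 0.0742). Hepatocyte markers varied together across libraries within diets, with a median pairwise correlation of 0.567. The Fisher p takes them as independent and is too small. The hepatocyte median was -2.46 and the visceral endoderm median -0.46 without the control F10, whose fetal brain library also carried placental transcripts. Larger medians in these fetal brains rest on F10: spongiotrophoblast and glycogen cell markers had -5.38 (9 of 13 lower over the list alone, camera adjusted p = 0.000343) and giant cell markers -5.33 (4 of 5, camera adjusted p = 0.0129), each with an adjusted p = 0.528 with an estimated correlation, and without F10 the medians were -0.85 and -0.97.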

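Coagulation genes and lipoprotein genes were lower as groups in female fetal brains from reduced Trp dams (n = 6) than from control Trp dams (n = 4). Of 19 genes of coagulation and fibrinolysis, 8 were lower when adjusted over the list alone and 0 over all genes in edgeR, with a median log2 fold change of -1.26, and -0.72 without the control F40 (camera adjusted p = 2.45e-06, and adjusted p = 0.509 with an estimated correlation). Besides the fibrinogen chains and Kng1 they include Serpine1, the plasminogen activator inhibitor of endothelium, which was at 13.2 ± 13.4 CPM (SD, n = 4) in controls and 2.85 ± 0.322 CPM (SD, n = 6) and had a log2 fold change of -2.21 (standard error 0.557). With hepatocyte and visceral endoderm markers as a covariate the value for Serpine1 was -0.01. Of 16 lipoprotein genes, 6 were lower when adjusted over the list alone, with a median of -0.80 (camera adjusted p = 0.000636, and 0.509 with an estimated correlation). DESeq2 called 6 of 20 coagulation genes (one-sided Fisher's exact test, adjusted p = 9.46e-14) and 4 of 17 lipoprotein genes lower (adjusted p = 6.51e-09). Many members of both lists are made by hepatocytes and stand in the hepatocyte list as well.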

GO BP processes associated with differentially expressed genes for the female brain comparison include blood vessel diameter maintenance, plasma lipoprotein particle remodeling, plasminogen activation, blood coagulation, defense response, regulation of heterotypic cell–cell adhesion, negative regulation of endothelial cell apoptotic processes, steroid metabolic processes, cholesterol efflux, very reduced density lipoprotein particle remodeling, and regulation of intestinal cholesterol absorption (Figure 8). 

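Several protease inhibitors of plasma were lower in female fetal brains from reduced Trp dams. Serpinf2, the inhibitor of plasmin, had a log2 fold change of -2.29 (standard error 0.367) and an edgeR adjusted p = 0.197 (n = 4 control and 6 reduced Trp), and Pzp, an alpha-macroglobulin, one of -2.57 (standard error 0.433) and an edgeR adjusted p = 0.238. Spink1, an inhibitor of trypsin, had one of -2.21 (standard error 0.471), and the reduced Trp library F69 was at 0.0203 CPM against 0.0750 to 0.140 CPM in the others. Of 39 Serpin genes tested in female fetal brain, 0 were called by edgeR over all genes and 6 were lower when adjusted over the family alone (median log2 fold change -0.59), while DESeq2 called 5 lower. For Serpinf2, Pzp and Spink1 each control was above each reduced Trp library. With hepatocyte and visceral endoderm markers as a covariate, Pzp was at -0.57.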

GO MF processes associated with transcripts that differ between female fetal brains from conceptuses derived from reduced Trp dams vs. those from control dams include endopeptidase inhibitor activity, cholesterol transfer activity, phosphatidylcholine-sterol-O-acyltransferase activity activation, and lipid binding (Figure 9). GO CC processes enriched for differentially expressed transcripts in the female fetal brain comparison include extracellular space and platelet alpha granule (Figure S5). Insufficient transcripts were differentially expressed in male fetal brains to run functional enrichment analysis.

### 3.5. Correlation Analyses of Metabolomics and Transcriptomics Data

To determine whether associations existed between the amount of Trp, 5-HT, and 5-HIAA within the fetal placenta and brain samples, correlation analyses were performed. In these diagrams, negative correlation analyses are indicated in blue, whereas positive correlations are demarcated in red. A key to the spectrum of blue to red colors is below each of the figures. Those correlations that are significant at a *p* value < 0.05 are designated with a red box. The full list of correlation analyses for differentially expressed genes in female placentas from reduced Trp dams vs. female placentas from control Trp dams is shown in Figure S6. Correlation analyses for differentially expressed genes in male placentas from reduced Trp dams vs. male placentas from control Trp dams is shown in Figure S7. Of the 549 differentially expressed transcripts in the female placental comparison, several of these were positively or negatively associated with amounts of Trp, 5-HT, and 5-HIAA within this organ. Notable associations include *Pomc* and many of the *Serpin* transcripts positively correlated with amounts of Trp in the female placenta (Figure S6). As shown in Table 1, several *Slc* transporter forms showed differential expression in female placentas from reduced Trp dams vs. those from control Trp dams. 

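Several solute carriers of kidney and intestine had lower transcript levels in female placentas from reduced Trp dams. The family as a whole had a median log2 fold change of -0.05 and a mean of -0.18. Slc13a3, a carrier of citrate and succinate, was at 27.5 ± 24.4 CPM (SD, n = 4) in controls and 3.51 ± 3.10 CPM (SD, n = 6), a log2 fold change of -2.97 (standard error 0.845). Slc23a3 had one of -2.70 (standard error 0.681), with the reduced Trp library F58 at 23.8 CPM and the others between 3.51 and 6.67 CPM, and Slc36a2, a proton-coupled carrier of small amino acids, one of -1.66 (standard error 0.473). Slc51a, a subunit of the bile acid carrier of the basolateral membrane, had -3.08 (standard error 0.776), and Slc15a1, the peptide carrier of the intestine, -1.91 (standard error 0.566). The edgeR adjusted p of these 5 genes ran from 0.158 to 0.183, and DESeq2 called all 5. Of 327 Slc genes tested, 0 passed in edgeR over all genes or when adjusted over the family alone, 51 were lower and 21 higher at an unadjusted p under 0.05, and the median log2 fold change was -0.05, while DESeq2 called 13 lower and 1 higher. With hepatocyte and visceral endoderm markers as a covariate, Slc13a3 was at 0.10, Slc23a3 at -0.80, Slc36a2 at -0.77, Slc51a at -0.56 and Slc15a1 at -0.40.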

Figure 10 reveals that many of the *Slc* transporters significantly correlated with Trp and in some cases also with amounts of 5-HT and 5-HIAA in the female placenta. 

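Slc26a7, an anion exchanger (chromosome 4 from 14502430 to 14621819, GRCm39), was the solute carrier that DESeq2 called higher in female placentas from reduced Trp dams. It was at 4.91 ± 2.94 CPM (SD, n = 4) in controls and 14.4 ± 6.30 CPM (SD, n = 6) in reduced Trp placentas, a log2 fold change of 1.55 (standard error 0.531). The adjusted p was 0.211 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0422 in DESeq2, and the groups overlapped. Over edgeR's alternatives other than a squamous covariate and DESeq2's default, the log2 fold change ranged from 0.50, with lane as a covariate, to 1.85. The adjusted p ranged from 0.0422 to 1.00. The metabolite amounts were not analysed here.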

Almost all these linkages were a positive association, with the one exception being *Slc26a7*, which was upregulated in placentas from conceptuses derived from reduced Trp dams, and this transcript was inversely correlated with the amount of Trp, 5-HT, and 5-HIAA in placentas from female conceptuses. This transporter shuttles chloride, bicarbonate, sulfate, and iodide across cell membranes. *Slc6a19* (a Trp transporter that showed reduced expression in female placentas from reduced Trp dams) was positively associated with the amount of Trp and 5-HT in this organ. 

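Slc6a19, the neutral amino acid carrier that takes up Trp in intestine and kidney (chromosome 13 from 73827860 to 73852984, GRCm39), was at 14.3 ± 7.71 CPM (SD, n = 4) in female placentas from control Trp dams and 4.32 ± 2.12 CPM (SD, n = 6) from reduced Trp dams. Each control was above each reduced Trp library. The log2 fold change was -1.72 (standard error 0.428), with an adjusted p = 0.158 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.00688 in DESeq2. An antisense gene, Slc6a19os, overlaps it, and reads of the 2 genes cannot be told apart without the strand setting. With hepatocyte and visceral endoderm markers as a covariate the value was -0.25. Over edgeR's alternatives and DESeq2's default the adjusted p ranged from 0.00688 to 1.00. Of 16 carriers of neutral amino acids, 2 were lower when adjusted over the list alone and 0 over all genes (median 0.00, camera adjusted p = 0.776), and the other lower carrier, Slc43a2, had a log2 fold change of -0.77 (standard error 0.200).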

*Slc6a4,* which encodes SERT, was downregulated in the placentas from these females, and the expression of this gene was positively associated with amounts of Trp, 5-HT, and 5-HIAA within the placenta. 

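Slc6a4, which encodes the serotonin transporter (chromosome 11 from 76888903 to 76923169, GRCm39), was at 12.1 ± 1.00 CPM (SD, n = 4) in female placentas from control Trp dams and 5.06 ± 3.25 CPM (SD, n = 6) from reduced Trp dams. The log2 fold change was -1.26 (standard error 0.377), with an adjusted p = 0.186 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0411 in DESeq2, and no reduced Trp library reached the lowest control. Slc18a1, a vesicular monoamine transporter, had a log2 fold change of -1.04 (standard error 0.309) and an edgeR adjusted p = 0.185, and Ddc, which makes serotonin from 5-hydroxytryptophan, one of -1.26 (standard error 0.474) and an edgeR adjusted p = 0.233. Of 22 genes of tryptophan and serotonin metabolism, 0 passed in edgeR over all genes or over the list alone, with 14 negative and 8 positive log2 fold changes and a median of -0.40 (camera adjusted p = 0.0943), which with 1 library left out was between -0.58 without F40 and -0.13 without F21. With hepatocyte and visceral endoderm markers as a covariate, Slc6a4 was at -0.65 and Ddc at 0.16. The adjusted p for Slc6a4 over edgeR's alternatives and DESeq2's default ranged from 0.0411 to 1.00.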

For male placentas, *Car6* showed increased expression in conceptuses derived from reduced Trp dams, and this transcript was negatively associated with amounts of 5-HT and 5-HIAA in this organ (Figure S7).

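Car6 (chromosome 4 from 150271472 to 150285789, GRCm39) was at 0.267 ± 0.113 CPM (SD, n = 6) in male placentas from control Trp dams and 2.67 ± 1.71 CPM (SD, n = 4) from reduced Trp dams. The reduced Trp libraries ran from 0.891 to 4.42 CPM and the controls from 0.121 to 0.404 CPM, so the groups did not overlap at these low levels. The diet effect on Car6 did not differ detectably between the sexes (female minus male log2 fold change -0.10, standard error 0.836, edgeR adjusted p = 1.00). The metabolite amounts were not analysed here.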

For the female fetal brain, expression of *Afp*, *Ambp*, *Apoa1*, *Apob*, *Apoh*, *Fga*, *Fgb*, *Fgg*, *Gc*, *Kng1*, *Serpina1a*, *Serpina1b*, *Serpina1d*, *Serpinf2*, and *Spp2* were positively correlated with amounts of Trp in this organ (Figure 11). *Afp* expression was also positively correlated with amounts of 5-HT and 5-HIAA in the female fetal brain. Additionally, the amount of 5-HT in this organ was positively linked with expression for *Gc*, *Kng1*, *Spink1*, and *Spp2*. No genes were differentially expressed in male fetal brains to run this correlation analysis.

## 4. Discussion

In the current work, we assessed how reduction in Trp in the diet fed to pregnant mice impacts the placenta–brain axis. As part of these studies, concentrations of Trp, 5-HT, and 5-HIAA were examined in the maternal serum and uterine tissues. Secondly, the concentrations of these metabolites were measured in the placentas and fetal brains of female and male conceptuses. Additionally, current studies explored how this reduction in dietary maternal Trp influences transcriptomic profiles in the female and male placenta and fetal brain. To our knowledge, these are the first studies to perform a comprehensive examination of how reduction in one maternal amino acid can affect her developing offspring. Trp is an essential precursor to 5-HT that is required for normal placental and fetal brain development. At the outset, we predicted that dams on the reduced Trp diet would exhibit reductions in circulating and uterine concentrations of Trp, 5-HT, and 5-HIAA. While there was a trend towards reduction in Trp in dams on the reduced Trp diet compared to those on the control Trp diet, it was not statistically significant (6.96 ± 2.83 ng/mL vs. 13.05 ± 2.45 ng/mL, respectively, *p* = 0.07). These studies tested 4–6 replicates/groups, which, based on our power analyses and previous work, should have been sufficient to yield significant differences if they were to be observed. It is possible that had we tested more females per group, statistically significant differences between these two groups would have been detected. The same is true for 5-HT, where there was a trend towards a reduction in the reduced Trp dams vs. the control Trp dams of 0.803 ± 0.59 vs. 1.62 ± 0.75, respectively, *p* = 0.23. No overt differences in circulating concentrations for 5-HIAA, a metabolite of 5-HT, were detected between these two groups, which could reflect reduced metabolism of 5-HT in the dams on the reduced Trp diet. No obvious differences were detected for these three metabolites in uterine tissue. The amounts of Trp and 5-HT in uterine tissue for both groups of dams were significantly less than those detected in the placenta and fetal brain, suggesting that these metabolites do not collect to a great extent in this maternal tissue and/or readily transfer across to the placenta where they are needed.

While reductions in maternal Trp did not significantly alter Trp, 5-HT, and 5-HIAA concentrations in the maternal serum and uterine tissue, such reductions led to dramatic reductions in these three metabolites in the female and male placenta and fetal brain tissue. Intraamniotic injection of LPS into pregnant rats has previously been shown to reduce tryptophan hydroxylase (TPH) expression by the placenta and lead to decreased placental and fetal brain concentrations of 5-HT [15]. Conversely, earlier work with pregnant rats showed that excess maternal Trp supplementation increases fetal neural Trp and 5-HT concentrations [57]. This study also reported that Trp concentrations in fetal brains are considerably higher than those in the fetus and placenta [57]. In the current work, we also found that Trp concentrations in female and male fetal brain tissues from control dams were greater than those in the female and male placentas from control Trp dams. However, 5-HT concentrations were about 10-fold higher in female and male placentas from control dams compared to female and male fetal brain tissue from these same dams, which assumingly relates to the early stage of brain development by this point. Later in gestation, it is likely that similar or even greater concentrations of 5-HT would be evident in the brain relative to the placenta, especially given the accrual of Trp that can be metabolized to 5-HT in various brain regions.

The above findings also raise the question as to why no differences in maternal Trp and 5-HT serum and uterine concentrations were evident between the reduced Trp dams compared to control Trp dams. One possibility is that reduced amounts of Trp and possibly 5-HT are shuttled from maternal blood to the placenta. In support of this notion, the female placenta from reduced Trp dams had reduced expression for the transporters for Trp and 5-HT (*Slc6a19* and *Slc6a4*, respectively). Yet, no change in these transporters was evident in male placentas from these dams, but they also exhibited reductions in both metabolites in the placenta and fetal brain. It may be that other transporters for these metabolites were affected. It could also be hypothesized that the mother can regulate delivery of such nutrients to the conceptus, and in times of deficits, reduces the transfer of nutrients in short supply. 

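In male placentas, Slc6a4 and Slc6a19 were lower on average in conceptuses of reduced Trp dams, with wide spreads. Slc6a4 was at 12.3 ± 8.50 CPM (SD, n = 6) in controls and 5.11 ± 5.19 CPM (SD, n = 4) in reduced Trp placentas, a log2 fold change of -1.27 (standard error 0.636). Slc6a19 was at 8.22 ± 4.43 and 5.06 ± 4.82 CPM, a log2 fold change of -0.70 (standard error 0.570). Both had an adjusted p = 0.813 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The female minus male difference in log2 fold change was 0.02 (standard error 0.772) for Slc6a4 and -1.001 (standard error 0.746) for Slc6a19, each with an edgeR adjusted p = 1.00, so a difference between the sexes was not detected for either gene.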

The underpinning mechanisms favoring such maternal homeostasis over her conceptuses’ health can only be speculated upon. Conceivably, the dam might reduce blood flow to the placenta, which would effectively reduce delivery of several nutrients. More targeted approaches that could be envisioned are the ability of the dam to suppress or epigenetically regulate placenta transporters for Trp and 5-HT. The latter possibility invokes a dynamic interplay between the mother and placenta and might apply broadly to placental transfer of other nutrients. Providing isotopically labeled Trp and 5-HT to the dam might be useful to elucidate the rate of transfer of these metabolites across the placenta and distribution to the fetal brain and other organs.

Female mice that lack a Trp diet can conceive but then proceed to abort their fetuses due to implantation failure [7]. It is uncertain whether this compromised fecundity is maternal in origin or due to improper conceptus signaling. In the current work, female mice on the low Trp diet were able to become pregnant and had a similar number of conceptuses as dams on the control Trp diet, but the reduced amounts of Trp and 5-HT in the placenta and fetal brain likely compromised development of these organs.

Conflict exists as to whether the placenta internalizes maternal 5-HT or synthesizes itself from maternal 5-HT. Whether the current studies have provided any insight into this matter remains uncertain. It is clear that the placenta has higher concentrations of 5-HT than uterine tissue, but the placenta could act as a sink to collect and eventually distribute to the fetus, in particular the brain, 5-HT derived from maternal sources and/or that produced locally. Reductions in maternal Trp might lead to decreased production of maternal 5-HT and/or placental-derived 5-HT. Potential experiments that could be conceived to settle this controversy would be to provide pregnant mice labeled Trp in reduced, controlled amounts, and excess concentrations and then determine the concentrations of labeled Trp in maternal serum, uterine tissue, placenta, and fetal brain. Alongside these studies, Trp with a different radioactive label could be injected into amniotic cavity. Assumingly, if trophoblasts produce 5-HT, more of the neurotransmitter would carry the label derived from intraamniotic injection of Trp, whereas if the placenta accrues maternal 5-HT, greater amounts of 5-HT would be labeled with the Trp form provided to the dam.

Regardless of the source, Trp and 5-HT are essential for normal placental and fetal brain development and function. Transgenic mice lacking *Tph1* and *Slc6a4/SERT* reveal the important roles 5-HT exerts directly in the placenta. Whole-body *Slc6a4*/SERT KO mice show reduced placental weight at embryonic age (E) 18 compared to controls with marked apoptosis and areas of necrosis, hemorrhage, and fibrosis in the one of the placental layers (spongiotrophoblast) [22]. Placentas from whole-body *Tph1* KO mice also exhibited an increase in apoptosis and decreased proliferation but to a lesser extent than the whole-body *Slc6a4*/SERT KO mice [22]. In our own studies, placentas at E12.5 from *Slc6a4*/SERT KO mice had changes in trophoblast cell populations relative to WT [58]. In these studies, we used RNAseq analysis to determine how whole-body deletion of this gene affected transcriptome profiles in the placenta and discovered that relative to WT counterparts, *Slc6a4*/SERT KO had increased expression of genes associated with intestinal functions, including nutrient sensing, uptake, catabolism, and blood clotting [58]. Pups of whole-body *Slc6a4*/SERT KO show normal early development but as they age, they begin to display autism spectrum disorder (ASD)-like behavioral deficits [59,60,61].

To understand further the importance of placental *Slc6a4* on the placenta–brain axis, we created a mouse that lacked this gene in select trophoblast cells of the placenta (parietal trophoblast giant cells, pTGC) [62]. Selective deletion of *Slc6a4* in pTGC of the mouse placenta resulted in sex-dependent changes in the placenta, including reduced number of pTGC and transcriptomic alterations in the placenta that were most overwhelming in the placenta of female offspring [62]. Further, ablation of this gene in the placenta impacted fetal brain development, including altering epinephrine and metanephrine in the fetal brain and resulting sexually dimorphic gene expression changes in this organ [62].

The second part of the current studies was to determine how reductions in maternal Trp mediate transcriptomic changes in the placenta and fetal brain of female and male conceptuses. Sex differences in risk were predicted to occur. However, we did not anticipate how skewed such differences in vulnerability would be in response to lowering a single amino acid in the maternal diet. Importantly, these studies are the first to provide robust evidence that the female placenta and fetal brain demonstrate striking differences in gene expression changes in response to reduce maternal Trp, but such changes are negligible in male placentas and fetal brains. Both in the female placenta and brain for conceptuses derived from Trp dams, gene expression changes align to nutrient acquisition and metabolism pathways. In the case of the female placenta from this group, several nutrient and metabolite transporters showed reduced expression, including *Slc6a19* that transfers Trp and other neutral amino acids and *Slc6a4* that binds and transfers 5-HT from maternal blood to the placenta. Correlation analyses revealed a positive association between amounts of Trp and 5-HT in the placenta and expression of these and other *Slc* transporters. The potential significance and directionality of this linkage remain to be determined.

We, and others, have previously reported that the placentas of female conceptuses seem to be exquisitely sensitive to changes in maternal diet and genetic status and other in utero environmental changes [36,63,64,65,66,67,68,69]. Potential mechanisms contributing to sex-dependent differences in placental gene expression have been discussed previously [70]. At ~12.5 dpc, there is minimal differentiation of the genital ridge into an ovary or testis. Therefore, gonadal steroid hormones, namely estrogen and testosterone, likely exert minimal contribution to sexually dimorphic differences in the placenta and fetal brain observed in the current work. Dogma suggests that the paternal X chromosome is selectively inactivated in female placentas, but some genes on the X chromosome might escape X inactivation. The X chromosome encodes several genes associated with nutrient acquisition and metabolism.

Epigenetic changes, including in DNA methylation patterns, histone protein modifications, and expression of miRNAs, might also account for sex-dependent differences in the placenta and fetal brain following changes in maternal diet [35,39,70,71,72,73,74,75]. Sex-dependent epigenetic changes in the placenta have been postulated to underly maternal nutritional programming of offspring health and disease [76]. As such, future work in this area would be aided by a comprehensive dataset for sex-dependent datasets for DNA methylome, histone protein modifications, and miRNA profiles in the placenta and fetal brain at various stages and under varying maternal nutritional conditions. Commonalities with altered maternal nutritional status should be explored. It would also be helpful to determine the degree to which sex-dependent differences in fetal brain gene expression patterns persist in different brain regions as the offspring mature and how such gene expression changes correlate with behavioral parameters.

In future studies, we seek to determine the basis for such sex differences, including potential mechanisms listed above. The long-term implications of such early sex differences to maternal dietary changes merit further pursuit. While the placenta is an ephemeral organ, how it responds to in utero environmental challenges can affect development of the fetal brain and other organ systems. Correspondingly, neurobehavioral disorders and other diseases might trace their ontogeny back to placental responses to in utero environmental alterations. Whether the transcriptomic changes in the placenta and fetal brain of female conceptuses in response to reductions in maternal Trp convey protection against this seemingly unfavorable in utero change or are maladaptive remains to be determined.

Studies with Sprague-Dawley rats revealed that male offspring from dams providing overnutrition had an increase in metabolites involved in Trp and linoleic acid metabolism, and these elevations correlated with an increased risk of metabolic and neurodegenerative diseases [77]. Thus, sex-dependent differences in the placenta and fetal brain for other metabolites should also be investigated in follow-up work.

Potential limitations of the study are that only one timepoint in gestation was examined. It is possible that more pronounced changes in male placentas and fetal brains would become evident later in gestation. Gene expression changes in the female brain might also become more pronounced in late gestation. It would also be of interest to confirm that the mice on the reduced Trp diet have normal parturition and lactation. Future studies will also examine protein expression patterns for genes, such as SLC6A4 (SERT) and SLC6A19 that showed decreased transcript expression in female placentas from dams on the reduced Trp diet. Further, we will investigate how this maternal dietary reduction impacts placental and brain histomorphology in female and male conceptuses. Lifelong health effects, especially neurobehavioral traits, should be assessed for male and female offspring born to pregnant dams provisioned with a reduced Trp diet. Potential disruptions in neurobehavioral traits might trace their origins back to deficiencies in Trp and 5-HT concentrations in the placenta and fetal brain, as well as transcriptomic changes in these organs, especially in females.

## 5. Conclusions

Current studies reveal that dams fed a low Trp diet exhibit similar serum and uterine Trp and 5-HT concentrations as those provided a control Trp diet. However, male and female conceptuses derived from dams on the reduced Trp diet have reduced amounts of Trp and 5-HT in the placenta and fetal brain compared to conceptuses derived from dams on the control diet. Reductions in dietary maternal Trp result in striking sexually dimorphic gene expression changes, especially in the female placenta. Gene expression changes in the female placenta are associated with amounts of Trp and 5-HT in this organ. Transporters for Trp and 5-HT (*Slc6a19* and *Slc6a4*, respectively) show reduced expression in female placentas for conceptuses derived from low Trp dams, and expression of these transporters and other *Slc* transporters are positively correlated with Trp and 5-HT within the placenta. Findings assumingly have clinical relevance to pregnant women as they show even subtle reductions in one amino acid can alter nutrient delivery to the placenta and fetal brain and thereby might profoundly influence offspring development and possible risk for later neurobehavioral disorders. Results also suggest the placenta and fetal brain of female conceptuses might be vulnerable to in utero nutrient changes. The current work suggests cause for concern that even slight changes in maternal diet can cause sex-dependent differences in the placenta and fetal brain, but the clinical implications for such changes remain to be elucidated.

## Figures and Tables

**Figure 1:**
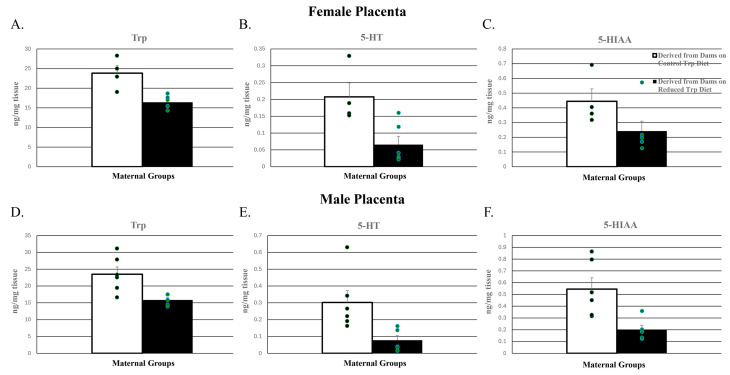
Trp, 5-HT, and 5-HIAA concentrations in female and male placenta samples. (**A**) Comparison of Trp concentrations (ng/mg tissue) in female placentas derived from conceptuses of control Trp dams vs. female placentas derived from conceptuses of control Trp dams; *p* = 0.001. (**B**) Comparison of 5-HT concentrations (ng/mg tissue) in female placentas derived from conceptuses of control Trp dams vs. female placentas derived from conceptuses of control Trp dams; *p* = 0.007. (**C**) Comparison of 5-HIAA concentrations (ng/mg tissue) in female placentas derived from conceptuses of control Trp dams vs. female placentas derived from conceptuses of control Trp dams; *p* ≤ 0.05. (**D**) Comparison of Trp concentrations (ng/mg tissue) in male placentas derived from conceptuses of control Trp dams vs. male placentas derived from conceptuses of control Trp dams; *p* = 0.007. (**E**) Comparison of 5-HT concentrations (ng/mg tissue) in male placentas derived from conceptuses of control Trp dams vs. male placentas derived from conceptuses of control Trp dams; *p* = 0.01. (**F**) Comparison of 5-HIAA concentrations (ng/mg tissue) in male placentas derived from conceptuses of control Trp dams vs. male placentas derived from conceptuses of control Trp dams; *p* = 0.007.

**Figure 2:**
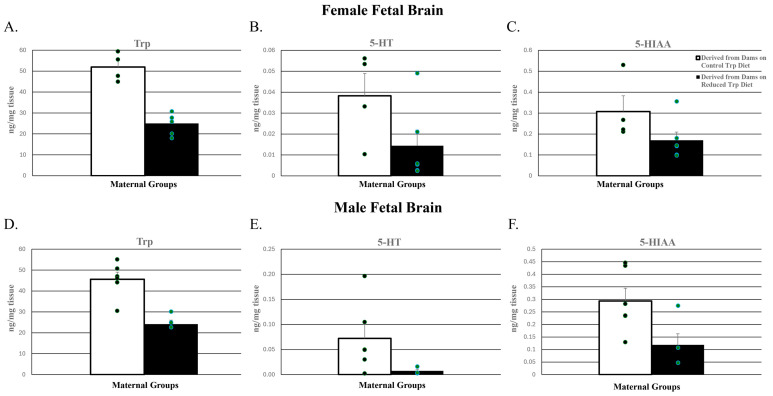
Trp, 5-HT, and 5-HIAA concentrations in female and male fetal brain samples. (**A**) Comparison of Trp concentrations (ng/mg tissue) in female fetal brains derived from conceptuses of control Trp dams vs. female fetal brains conceptuses of control Trp dams; *p* = 0.00005. (**B**) Comparison of 5-HT concentrations (ng/mg tissue) in female fetal brains derived from conceptuses of control Trp dams vs. female fetal brains derived from conceptuses of control Trp dams; *p* ≤ 0.05. (**C**) Comparison of 5-HIAA concentrations (ng/mg tissue) in female fetal brains derived from conceptuses of control Trp dams vs. female fetal brains derived from conceptuses of control Trp dams; *p* = 0.06. (**D**) Comparison of Trp concentrations (ng/mg tissue) in male fetal brains derived from conceptuses of control Trp dams vs. male fetal brains derived from conceptuses of control Trp dams; *p* = 0.0003. (**E**) Comparison of 5-HT concentrations (ng/mg tissue) in male fetal brains derived from conceptuses of control Trp dams vs. male fetal brains derived from conceptuses of control Trp dams; *p* = 0.08. (**F**) Comparison of 5-HIAA concentrations (ng/mg tissue) in male fetal brains derived from conceptuses of control Trp dams vs. male fetal brains derived from conceptuses of control Trp dams; *p* = 0.02.

**Figure 3:**
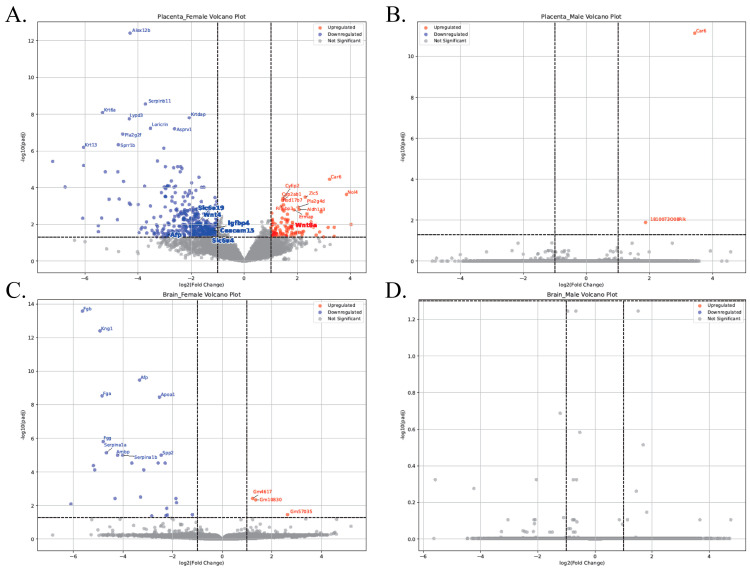
Volcano plots showing differentially expressed genes (DEGs) for female and male placentas and fetal brains from reduced Trp and control dams. (**A**) Volcano plot comparison of DEGs in female placentas derived from reduced Trp dams vs. female placentas derived from control Trp dams. (**B**) Volcano plot comparison of DEGs in male placentas derived from reduced Trp vs. male placenta derived from control Trp dams. (**C**) Volcano plot comparison of DEGs in female fetal brain samples derived from reduced Trp dams vs. female fetal brain samples derived from control Trp dams. (**D**) Volcano plot comparison of DEGs in male fetal brain samples derived from reduced Trp dams vs. male fetal brain samples derived from control Trp dams.

**Figure 4:**
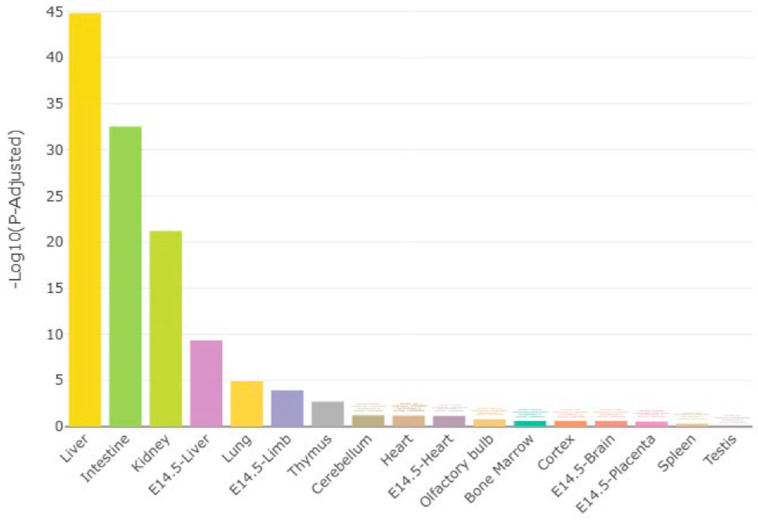
Tissue enrichment or genes that showed differential expression in female placentas derived from conceptuses from reduced Trp dams vs. female placentas derived from conceptuses from control Trp dams. (Tissue enrichment for differentially expressed genes (DEGs) in female placentas for this comparison. For the female placenta, the differentially expressed transcripts were associated with organs regulating nutrient acquisition and metabolism, including the liver, intestine, and kidney.

**Figure 5:**
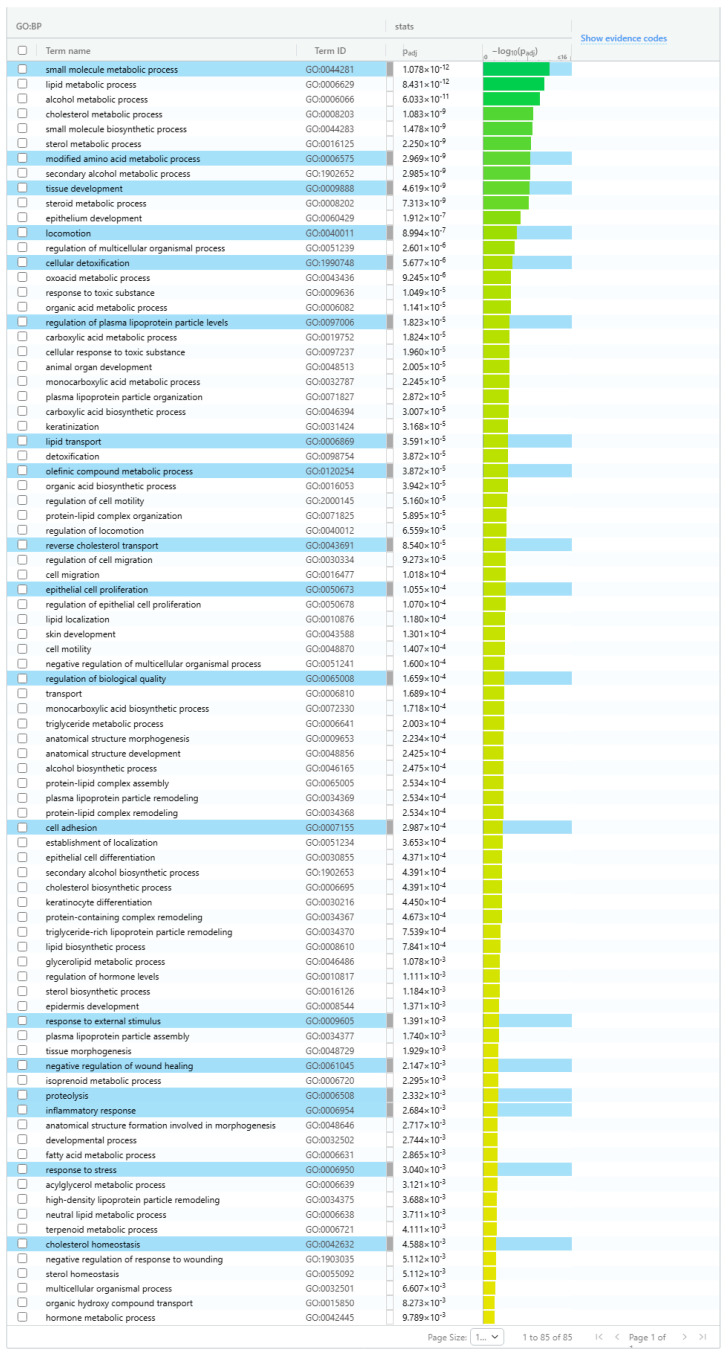
GO BPs associated with differentially expressed transcripts in female placentas derived from reduced Trp dams vs. female placenta from control Trp dams. GO MF pathways associated with differentially expressed transcripts in female placentas include those associated with small molecular metabolic processes, modified amino acid metabolic processes, cell differentiation, regulation plasma lipoprotein particle levels, lipid transport, olenic compound metabolic process reverse cholesterol transport, epithelial cell proliferation, cell adhesion, proteolysis, inflammatory response, response to stress, and cholesterol homeostasis Other pathways are also shown in this figure.

**Figure 6:**
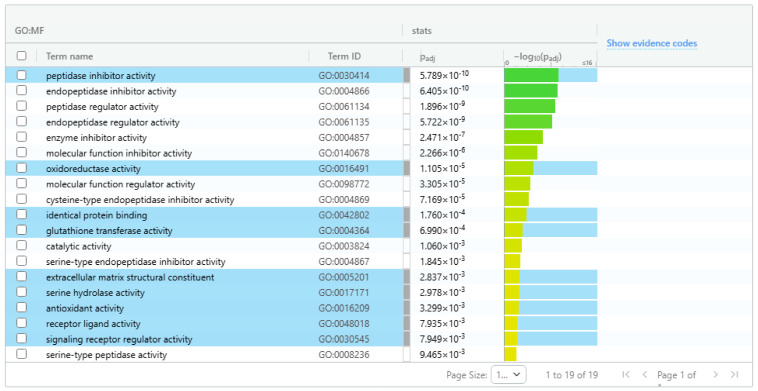
GO MP pathways associated with DEGs in female placentas from reduced Trp dams vs. control Trp dams. GO MF pathways associated with differentially expressed transcripts in female placentas include those associated with peptidase inhibitor activity, oxidoreductase activity, protein binding, glutathione transferase activity, serine hydroslase activity, antioxidant activity, and signaling receptor activity.

**Figure 7:**
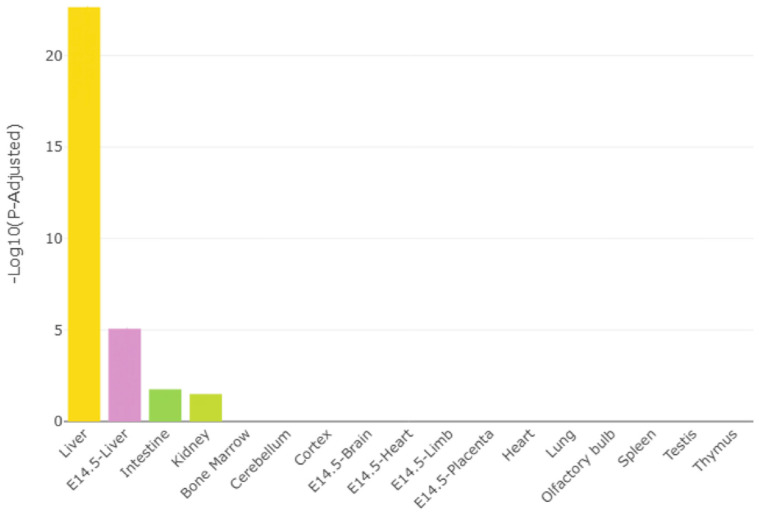
Tissue enrichment or genes that showed differential expression in female placentas derived from conceptuses from reduced Trp dams vs. female placentas derived from conceptuses from control Trp dams. For the female fetal brains from reduced Trp dams vs. female fetal brains from control Trp dams, the differentially expressed transcripts are primarily expressed in the liver, intestine, and kidney.

**Figure 8:**
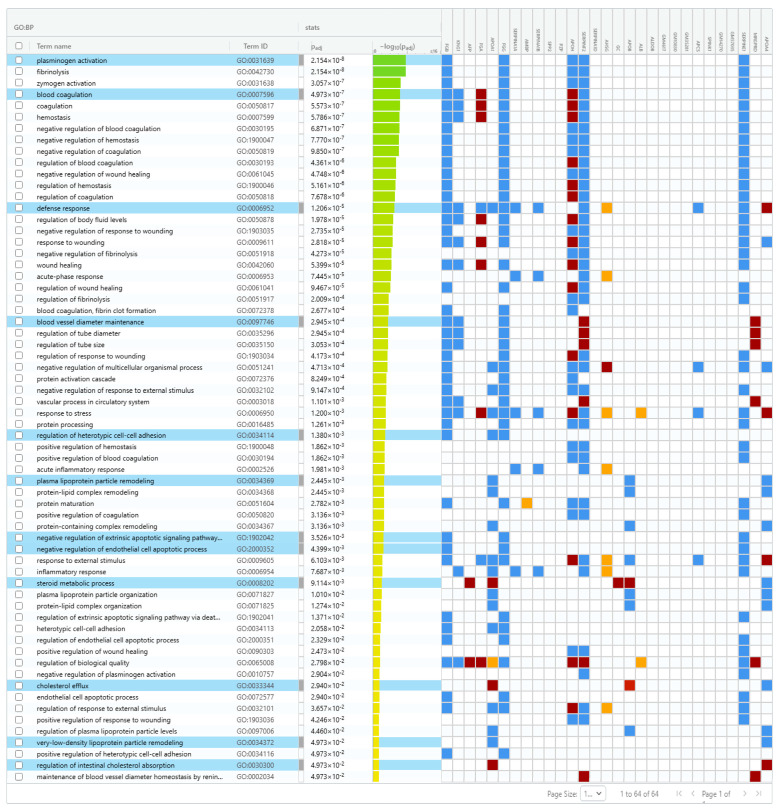
GO BP pathways associated with DEGs in female fetal brains from reduced Trp dams vs. control Trp dams. GO BP processes associated with differentially expressed genes for the female brain comparison include blood vessel diameter maintenance, plasma lipoprotein particle remodeling, plasminogen activation, blood coagulation, defense response, regulation of heterotypic cell–cell adhesion, negative regulation of endothelial cell apoptotic processes, steroid metabolic processes, cholesterol efflux, very reduced density lipoprotein particle remodeling, and regulation of intestinal cholesterol absorption. Other pathways are also shown in this figure.

**Figure 9:**
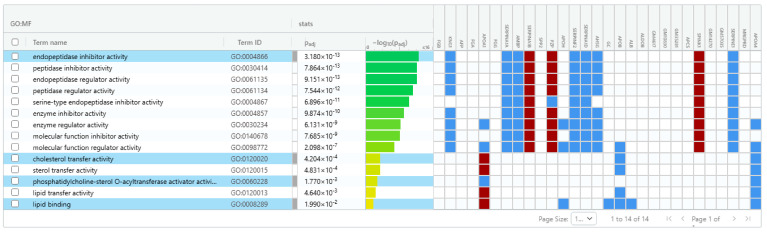
GO MF pathways associated with DEGs in female fetal brains from reduced Trp dams vs. control Trp dams. GO MF processes associated with transcripts that differ between female fetal brains from conceptuses derived from reduced Trp dams vs. those from control dams include endopeptidase inhibitor activity, cholesterol transfer activity, phosphatidylcholine-sterol-O-acyltransferase activity activation, and lipid binding. Other pathways are also shown in this figure.

**Figure 10:**
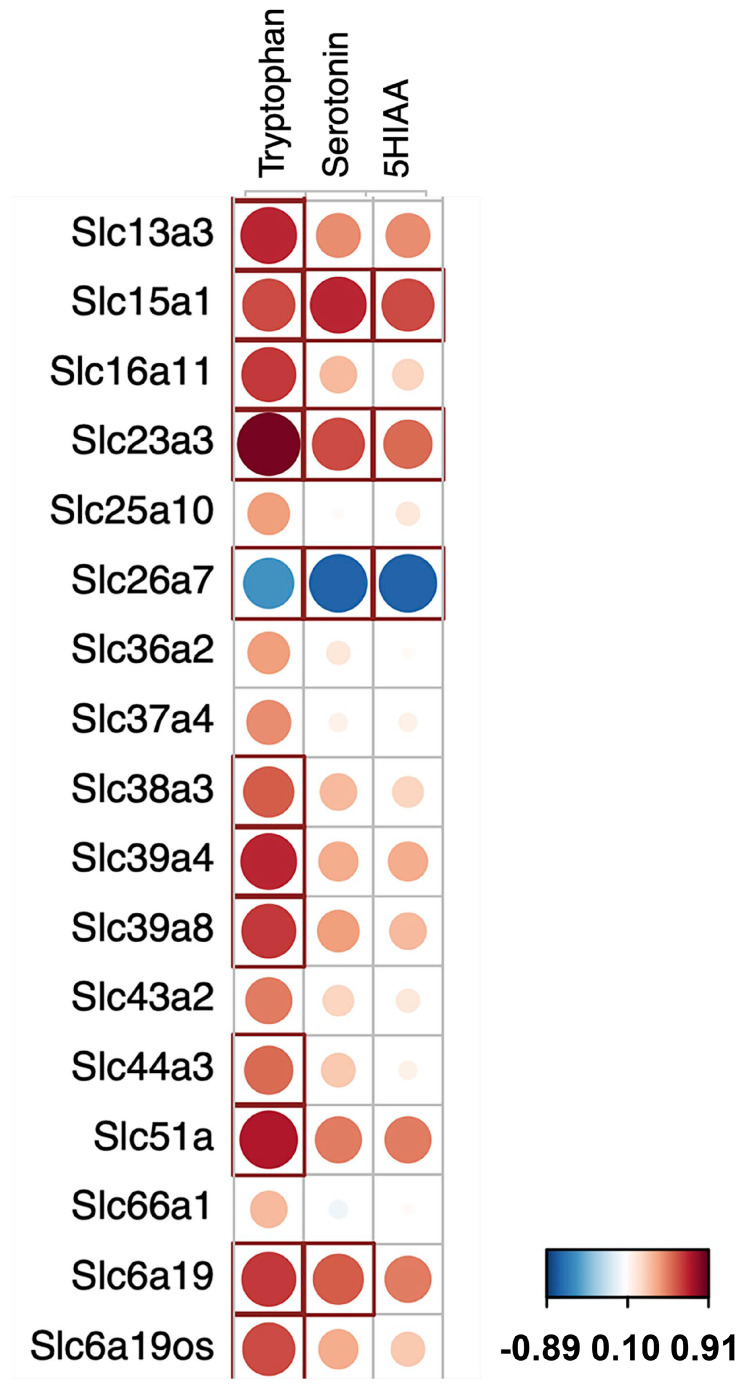
Correlation analysis for select *Slc* genes differentially expressed in female placentas relative to concentrations of Trp, 5-HT, and 5-HIAA in this organ. A complete list of how differentially expressed genes in female placentas correlate with concentrations of these metabolites in this organ is provided in Figure S6. A key to the spectrum of blue to red colors is below the figure. Those correlations that are significant at a *p* value < 0.05 are designated with a red box.

**Figure 11:**
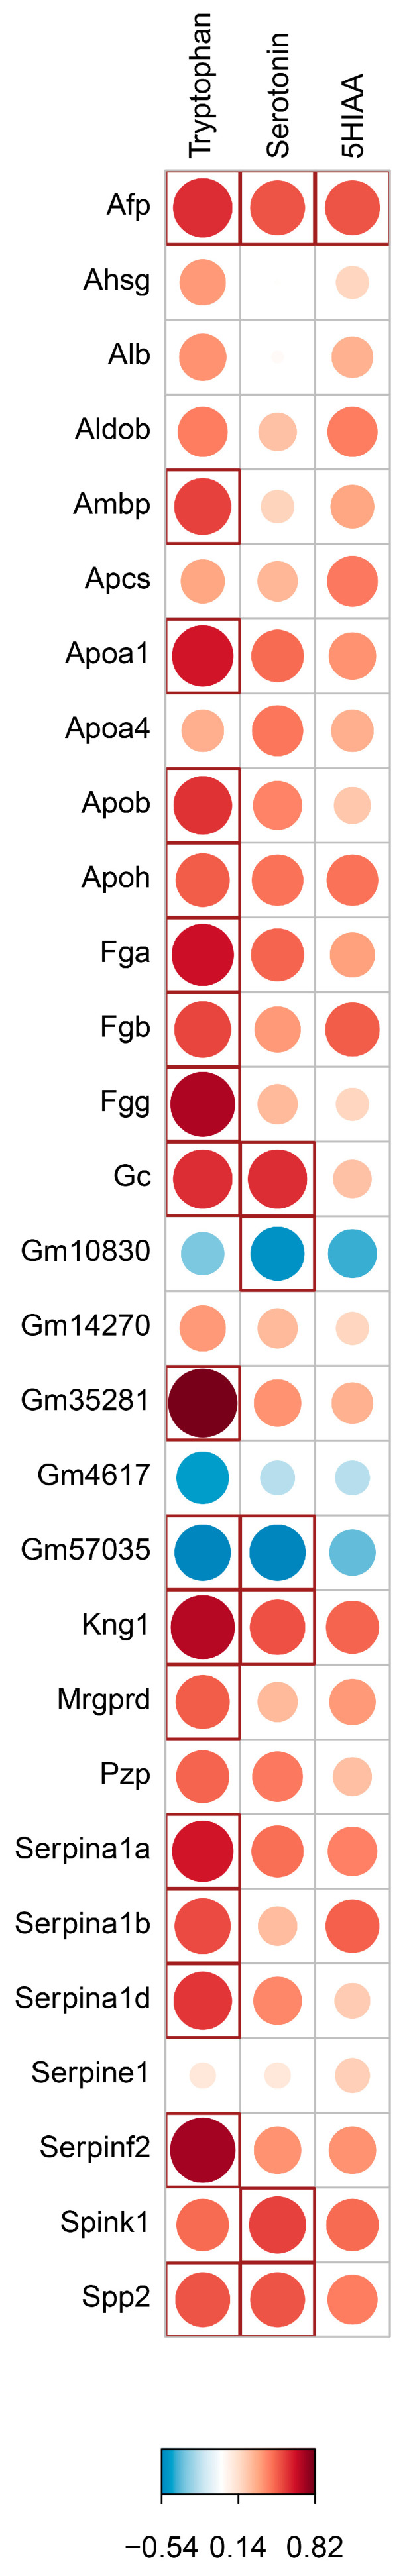
Correlation analysis for differentially expression genes in female fetal brains from low Trp vs. control dams and relation to concentrations of Trp, 5-HT, and 5-HIAA in this organ. A key to the spectrum of blue to red colors is below the figure. Those correlations that are significant at a *p* value < 0.05 are designated with a red box.

**Table 1:** Select up- and downregulated transcripts in female placentas from reduced Trp dams vs. control Trp dams with a *p*-adj (q- value) ≤ 0.05.

Gene Symbol	Fold Change (GF vs. MPF Dams)	*p*-adj (q Value)	General Function of the Encoded Protein
***Select Downregulated Transcripts***			
*Wnt10a*	0.127	0.000298	Involved in the Wnt signaling pathway and promotes placenta growth, differentiation, and invasion of trophoblast cells.
*Slc13a3*	0.129	0.048659	Encodes for Sodium/Dicarboxylate Cotransporter 3 (NaDC3) and, in trophoblast cells, mediates the uptake and transfer of metabolic intermediates, such as succinate and citrate, between the mother and fetus.
*Apoe*	0.141	8.17 × 10^−5^	Encodes for apolipoprotein E, which is crucial for lipid/cholesterol transport in the placenta.
*Slc23a3*	0.155	0.023438	Encodes for a hypoxanthine transporter, which is essential for cellular energy pathways and nucleic acid synthesis.
*Slc6a19*	0.306	0.006882	Encodes for System B(0) neutral amino acid transporter 1 (B^0^AT1), which regulates absorption of primarily tryptophan and other neutral amino acids.
*Slc36a2*	0.322	0.023087	Encodes for an electrogenic proton/amino acid symporter that mediates the transfer of other small neutral amino acids, such as glycine, alanine, and proline, from the mother to the fetus.
*Slc6a4*	0.421	0.041137	Encodes for the serotonin transporter (SERT), which regulates internalization of maternal 5-HT by the placenta. It is essential for normal placental growth, nutrient acquisition, and fetal brain development.
***Select Upregulated Transcripts***			
*Nol4*	14.418	0.00023	Encodes for a protein that functions as an RNA-binding protein within the cell nucleolus.
*Car6*	9.266	3.48 × 10^−5^	Encodes for carbonic anhydrase VI that catalyzes the hydration of carbon dioxide.
*Cyp1a1*	7.422	0.002075	Encodes for Cytochrome P450 1A1 that metabolizes environmental toxins, drugs, and dietary chemicals. In humans, elevated expression of this enzyme is linked with intra-uterine growth restriction, lower birth weight, and premature delivery.
*Slc26a7*	2.976	0.042201	Encodes for a transmembrane transporter for chloride, sulfate, and iodide. In the placenta, it is essential for sulfate transport from mother to fetus.
*Hsd17b7*	2.788	0.000842	Encodes for an enzyme that converts estrone into estradiol, and it is upregulated in trophoblast cells.
*Cyp2ab1*	2.716	0.000481	Encodes for a cytochrome P450 monooxygenase that is abundant in placental tissue, where it regulates xenobiotic and steroid metabolism.

**Table 2:** Known upregulated transcript in male placentas from reduced Trp dams vs. control Trp dams with a *p*-adj (q- value) ≤ 0.05.

Gene Symbol	Fold Change (GF vs. MPF Dams)	*p*-adj (q Value)	General Function of the Encoded Protein
***Select Upregulated Transcripts***			
*Car6*	10.801	7.34 × 10^−12^	Encodes for carbonic anhydrase VI that catalyzes the hydration of carbon dioxide.

**Table 3:** Select up- and downregulated transcripts in female fetal brain samples from reduced Trp dams vs. control Trp dams with a *p*-adj (q- value) ≤ 0.05.

Gene Symbol	Fold Change (GF vs. MPF Dams)	*p*-adj (q Value)	General Function of the Encoded Protein
***Select Downregulated Transcripts***			
*Ambp*	0.054	1 × 10^−5^	Encodes for alpha-1-microglobulin/bikunin precursor, which modulates antioxidant pathways and peripheral immune responses within the brain.
*Apoh*	0.08	2.92 × 10^−5^	Encodes for apolipoprotein H that binds to lipoproteins and phospholipids; both of these biomolecules regulate lipid transport, blood clotting, and immune responses within the brain and other organs.
*Afp*	0.099	3.31 × 10^−10^	Encodes for alpha-fetoprotein (AFP) that protects the developing fetal brain against excess maternal estrogens.
*Apob*	0.102	0.003115	Encodes for apolipoprotein B, which binds to the low-density lipoprotein (LDL) form of cholesterol and can influence brain health.
*Apoa4*	0.14	0.04041	Encodes for apolipoprotein A-IV and expression in the hypothalamus and brainstem and regulates appetite and overall brain health.
*Apoa1*	0.173	3.48 × 10^−9^	Encodes for apolipoprotein A-I that binds to high-density lipoprotein (HDL) cholesterol, which can exert neuroprotective roles, including immunosuppression.

## Data Availability

RNA sequencing data have been deposited and are publicly available in the Gene Expression Omnibus under accession: GSE330442 (accessed on 2 August 2026).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu18152575/s1. Figure S1. Comparison of pre and post-body weight and litter size in reduced and control Trp pregnant female mice. (A) Body weight. (B) No differences in litter size were noted between pregnant female mice on the reduced Trp diet compared to those on the control Trp diet (8.17 ± 0.64 vs. 8 ± 1.13 conceptuses, respectively, *p* = 0.90). Figure S2. 2D PCA plot of RNAseq results from placenta and fetal brain samples from reduced Trp (0.1%) and control Trp (0.2%) diet. (A) 2D PCA plot of RNAseq results for female placenta from conceptuses derived from reduced Trp (0.1%) vs. female placenta from conceptuses derived from control Trp (0.2%) dams. (B) 2D PCA plot of RNAseq results for male placenta from conceptuses derived from reduced Trp (0.1%) vs. male placenta derived from conceptuses control Trp (0.2%) dams. (C) 2D PCA plot of RNAseq results for female fetal brain from conceptuses derived from reduced Trp (0.1%) vs. female fetal brain from conceptuses derived from control Trp (0.2%) dams. (D) 2D PCA plot of RNAseq results for male fetal brain from conceptuses derived from reduced Trp (0.1%) vs. male fetal brain from conceptuses derived from control Trp (0.2%) dams. PERMANOVA values for female and male placental comparisons were 0.05 and 0.23, respectively. PERMANOVA values for female and male fetal brain comparisons were 0.04 and 0.26, respectively. Thus, there was significant separation for the female group com-parisons but not for the male group comparisons. Figure S3. Venn diagram for overlap in transcripts when comparing differentially expressed genes in female placenta derived from reduced Trp vs. control Trp dams compared to differentially expressed genes in male placenta derived from reduced Trp vs. control Trp dams. Of the 549 known differentially expressed transcripts in female placenta compared to the two known differentially expressed genes in male placenta, both genes differentially expressed in the male (Car6 and 1810073O08Rik) overlapped when comparing reduced Trp vs. Control Trp placental samples. List of genes that are solely differentially expressed in female placenta from reduced Trp vs. Control Trp dams in column A, and list of differentially expressed genes that overlap in female and male comparisons in column B. Figure S4. GO CC pathways associated with DEG in female placenta from reduced Trp dams vs. control Trp dams. GO CC pathways associated with differentially expressed transcripts in female placenta include those associated with apical part of the cell, intermediate filament, and extracellular region. Other cellular components/pathways are shown in this figure. Figure S5. GO CC Pathways associated with DEG in female fetal brain from reduced Trp dams vs. control Trp dams. GO CC processes enriched for differentially expressed transcripts in female fetal brain comparison include extracellular space and platelet alpha granule. Other pathways are also shown in this figure. Figure S6. Correlation analyses of differentially expressed genes in female placenta from reduced Trp dams vs. control Trp dams and concentrations of Trp, 5-HT, and 5-HIAA in this organ. This diagram included the full list of DEGs in female placenta and their association with these metabolites. A key to the spectrum of blue to red colors is below the figure. Those correlations that are significant at a *p* value < 0.05 are designated with a red box. Figure S7. Correlation analyses of differentially expressed genes in male placenta from reduced Trp dams vs. control Trp dams and concentrations of Trp, 5-HT, and 5-HIAA in this organ. This diagram included the full list of DEGs in female placenta and their association with these metabolites. A key to the spectrum of blue to red colors is below the figure. Those correlations that are significant at a *p* value < 0.05 are designated with a red box. Table S1. Dietary composition of reduced Trp (0.1%) diet that was provided prior to conception and during pregnancy to the mice in this study. Table S2. Dietary composition of control Trp (0.2%) diet that was provided prior to conception and during pregnancy to the mice in this study. Table S3. Number of raw reads, mapped reads, and % mapped reads from RNAseq results from placenta and fetal brain samples from pregnant female mice on the control Trp diet (0.2%) and reduced Trp (0.1%) diet. Table S4. Tryptophan (Trp), serotonin (5-HT), and 5-HIAA concentrations in maternal serum and uterine tissue. Concentrations are on ng/μL for maternal serum and ng/mg for uterine tissue. Table S5. Tryptophan (Trp), serotonin (5-HT), and 5-HIAA concentrations in placenta and fetal brain samples from female. Concentrations are in ng/mg tissue. Supplementary File S1. Venn comparison results for overlap in transcripts when comparing differentially expressed genes in female placenta derived from reduced Trp vs. control Trp dams compared to differentially expressed genes in male placenta derived from reduced Trp vs. control Trp dams. Of the 549 known differentially expressed transcripts in female placenta compared to the two known differentially expressed genes in male placenta, both genes differentially expressed in the male (Car6 and 1810073O08Rik) overlapped when comparing reduced Trp vs. Control Trp placental samples. List of genes that are solely differentially expressed in female placenta from reduced Trp vs. Control Trp dams in column A, and list of differentially expressed genes that overlap in female and male comparisons in column B. Supplementary File S2. Differentially expressed genes in female placenta from reduced Trp dams vs. female placenta from control Trp dams. Supplementary File S3. Differentially expressed genes in male placenta from reduced Trp dams vs. male placenta from control Trp dams. Supplementary File S4. Differentially expressed genes in female fetal brain from reduced Trp dams vs. female fetal brain from control Trp dams.

How the deposited data were processed for this re-analysis (not part of the article)

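mRNA was sequenced from placentas and fetal brains of mouse conceptuses at about 12.5 dpc, whose dams ate a control or a reduced Trp diet. For each library, the authors checked reads with FastQC, aligned them to GRCm39 with HISAT2 and made counts per gene with featureCounts, and these counts are raw. The paper's text does not state the annotation release, the strand setting or how reads with several matches were treated. The table of counts holds 41 columns, of which 39 match a labelled sample and were analysed, and 2 match none and were not used. Another 2 labelled samples, a placenta and a fetal brain of reduced Trp males, were not analysed here. Genes were assigned to positions with the GENCODE annotation of GRCm39, by gene symbol.

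The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each sex and tissue, counts were filtered with filterByExpr by diet (minimum count 10, minimum total count 15), scaled by TMM and fitted with glmQLFit, and diets were compared with glmQLFTest. P-values were adjusted by Benjamini and Hochberg over the genes tested, and genes passed at an adjusted p of 0.05 or less with an absolute log2 fold change above 1. The sex-by-diet interaction was tested in edgeR over the libraries of both sexes of a tissue at an adjusted p of 0.05 or less. All tests of single genes are two-sided. The separation of libraries by diet was tested with a pseudo-F over every split of the libraries into groups of the same sizes. Values per library are CPM by TMM, and means of lists are of log2 CPM with a prior count of 1.

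Lists of cell types, tissues and pathways were planned. They were tested with camera on log2 CPM with voom weights, at a preset correlation between genes of 0.01 and again with the correlation estimated, and their members were counted at an adjusted p over all genes and over the list alone. Overrepresentation among called genes was tested by one-sided Fisher's exact tests against all genes tested. These tests take genes as independent, so their p-values are too small where members of a list vary together across libraries. List means were compared between diets by two-sided exact permutation tests. A list called lower or higher by camera at the preset correlation has its p with the estimated correlation beside it. Genes named in the text are every gene the paper names for a comparison, the 10 with the smallest adjusted p in each direction among those past both thresholds, up to 4 members of each list with the smallest p and the 10 genes with the smallest p for the interaction. This rule was planned, and the paper's own values had been seen. Placental genes in a fetal brain library, Y-linked genes in conceptuses labelled female and the predicted genes that DESeq2 called higher in female fetal brain were named after their values were seen.

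The alternatives planned were DESeq2 with its defaults, RLE size factors, no low-count filter, all groups of a tissue in 1 fit, no fold threshold, covariates for the mean of hepatocyte and visceral endoderm markers, for squamous transcripts and for sequencing lane, lane 2 libraries alone, other distances for the separation and each library left out in turn. Genes of the list behind a covariate were left out of the counts with that covariate. Added later were a covariate for the log2 share of embryonic beta-globin, counts without F2, F79 and F92 and the alternatives to the DESeq2 default. For other splits of the libraries, 100 were drawn with edgeR and 60 with DESeq2 with a fixed seed where there were more than 100, and all 84 were used in male fetal brain.

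The tests were tested on simulated data with the group sizes, depths and spread of each comparison, in which 200 genes were changed. Each gene was drawn independently, without differences between libraries that many genes share. The false calls below therefore do not cover such differences. Other splits of the real libraries called up to 1274 genes with edgeR and 1101 with DESeq2. In female placenta edgeR recovered 20.9%, 79.1% and 100% of the genes changed 2-fold, 4-fold and 16-fold and DESeq2 28.4%, 89.6% and 100%, with 6 and 24 false calls. In male placenta edgeR recovered 31.3%, 80.6% and 97.0% of the genes changed 2-fold, 4-fold and 16-fold and DESeq2 47.8%, 88.1% and 97.0%, with 5 and 38 false calls. In female fetal brain edgeR recovered 13.4%, 62.7% and 95.5% of the genes changed 2-fold, 4-fold and 16-fold and DESeq2 23.9%, 74.6% and 98.5%, with 7 and 46 false calls. In male fetal brain edgeR recovered 8.96%, 61.2% and 87.9% of the genes changed 2-fold, 4-fold and 16-fold and DESeq2 25.4%, 83.6% and 95.5%, with 8 and 54 false calls. At 0.1 times the real dispersion, the interaction test recovered 100% of genes changed 16-fold in placenta and 98% in fetal brain, with 9 and 13 false calls. At the real dispersion it recovered 19.4%, 62.7% and 90.9% of the genes changed 2-fold, 4-fold and 16-fold in placenta and 10.4%, 46.3% and 77.3% in fetal brain, with 7 and 7 false calls. The measurements of Trp, 5-HT and 5-HIAA were not used here.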

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

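The tests of a wrong sex label, of mixed tissue and of a swap for the Y-linked transcripts, and the test without F10 for the hepatocyte genes, were chosen after those results were seen.

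In placenta, the effect of diet differed between the sexes for 7 genes in edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment, with female minus male log2 fold changes for Cnfn (-9.46, standard error 1.48), Krt13 (-8.34, standard error 1.29), Fgfbp1 (-6.11, standard error 1.02), Krt6a (-6.31, standard error 1.06), Krtdap (-2.80, standard error 0.451), Serpinb11 (-5.84, standard error 1.01) and Upk3bl (-9.35, standard error 1.62), and the squamous epithelium genes had a median of -2.75 (camera adjusted p = 0.000904 with an estimated correlation). For the genes called in female placenta, sequencing lane stays open. Within the reduced Trp libraries, the lane 3 minus lane 2 difference was set against the diet effect. The median ratio was 0.0759 for edgeR's 5 genes and 0.204 for DESeq2's 549, under the bound of 0.25 set against lane. These genes were called for a diet effect that is large against the spread within groups, which itself keeps the ratio low. The ratio therefore cannot decide. With lane as a covariate, where the diet effect rests on 2 reduced Trp libraries, edgeR called 0 genes (1136 at an unadjusted p under 0.05) and DESeq2 41. Yolk sac tissue in some libraries stays open: within diet groups, 531 DESeq2 genes outside the hepatocyte and visceral endoderm lists had a median correlation of 0.596 with the mean of those lists, consistent with this source, against a median absolute correlation of 0.333 for the other genes, while edgeR's 5 genes had 0.382, which does not decide. Squamous epithelium in some libraries cannot be told apart from a diet effect, with a median correlation of 0.473 for 529 DESeq2 genes outside that list, between the bounds set, and 0.0208 for Serpinb11, the lone edgeR gene outside it. A response to diet that differs by sex also stays open and was not tested apart from these sources. The count of 7 was 0 without M59, as without each of 10 other libraries, while the male squamous median was -0.14 without M59. The count was also 0 without F2, F79 and F92, which are labelled female but carried Y-linked transcripts.

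In female fetal brains, hepatocyte markers were lower in libraries from reduced Trp dams. Placental tissue in the control F10 is argued against as the whole cause, since the median log2 fold change of these markers was -2.46 without F10. Liver or yolk sac tissue in some libraries stays open, since within diet groups the members had a median pairwise correlation of 0.567 across libraries, consistent with a shared source. A lower expression of these genes with diet in the conceptus was not tested and stays open too.

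Y-linked genes had means of 11.7, 26.0 and 27.6 CPM in the placentas and 20.4, 33.2 and 37.9 CPM in the fetal brains of F2, F79 and F92, which are labelled female. Male tissue mixed into female samples is argued against, since their highest Xist level was 0.000314 times the median of the other fetal brains labelled female. A swap with a library labelled male is argued against as well, since 0 of 19 libraries labelled male lacked Y-linked transcripts. A wrong sex label for these conceptuses is consistent with their fetal brain Xist, at most 0.122 CPM against at least 149 CPM in the others labelled female. No biological explanation was tested.

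Of 216 groups of 4 or 6 libraries tested for a library far from the others, 19 had one. Chance alone gives about 1 in 20 for independent groups, but many of these groups share the same libraries. In female placentas from control Trp dams the flagged values were Asprv1 at 27.7 CPM (F21; others 7.61 to 9.31 CPM), Slc43a2 at 163 CPM (F2; others 80.6 to 86.9 CPM) and Asns at 98.9 CPM (F21; others 47.1 to 52.8 CPM). The total of F10 there was 67.2 M counts, against 111 to 113 M in the others. Among the placentas from reduced Trp dams it was Slc23a3 at 23.8 CPM (F58; others 3.51 to 6.67 CPM). In female fetal brains from control Trp dams, Spp2 was at 1.08 CPM (F10; others 0.591 to 0.645 CPM), Aldob at 0.328 CPM (F21; others 0.986 to 1.22 CPM), Prl3b1 at 186 CPM (F10; others 1.36 to 2.95 CPM), Psg21 at 183 CPM (F10; others 0.924 to 1.99 CPM) and Ctsj at 79.1 CPM (F10; others 0.475 to 0.939 CPM). Of the female fetal brains from reduced Trp dams, Spink1 was at 0.0203 CPM (F69; others 0.0750 to 0.140 CPM), Prl3b1 at 0.0375 CPM (F92; others 0.585 to 1.43 CPM), Ctsj at 0.0187 CPM (F92; others 0.309 to 0.580 CPM) and Lum at 52.0 CPM (F58; others 135 to 217 CPM). Male fetal brains from control Trp dams had Cryaa at 0.655 CPM (M30; others 258 to 892 CPM), Cryga at 0.0199 CPM (M30; others 17.7 to 91.4 CPM), Cryba1 at 0.228 CPM (M30; others 192 to 573 CPM), Flg at 0.874 CPM (M30; others 51.1 to 170.1 CPM) and C1qb at 41.3 CPM (M9; others 28.8 to 31.7 CPM).

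The fetal brain library of F10 also carried placental transcripts, which the paper's text does not mention: Tpbpa (276 CPM against at most 5.94 CPM elsewhere), Prl3b1 (186 CPM against at most 3.95 CPM elsewhere), Tpbpb (89.9 CPM against at most 4.06 CPM elsewhere), Prl8a9 (86.9 CPM against at most 2.32 CPM elsewhere), Ctsj (79.3 CPM against at most 1.50 CPM elsewhere), Psg18 (38.3 CPM against at most 0.464 CPM elsewhere), Ctsq (28.2 CPM against at most 0.896 CPM elsewhere), Prl8a8 (27.1 CPM against at most 1.05 CPM elsewhere) and Prl2c5 (10.8 CPM against at most 0.182 CPM elsewhere). These CPM are scaled by TMM over all fetal brain libraries.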

How the results depend on the processing

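The embryonic globin covariate, the counts without F2, F79 and F92 and the alternatives to DESeq2's default were chosen after the data were seen, and the others were planned.

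The values of named genes kept their direction and their side of the threshold in 707 of 864 alternatives in female placenta, 186 of 190 in male placenta, 521 of 567 in female fetal brain and 196 of 210 in male fetal brain. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, RLE size factors and no fold threshold left the 5, 0, 0 and 0 genes of female placenta, male placenta, female fetal brain and male fetal brain at those counts. At counts of 67.2 to 144.8 M per library, the counting variance was larger than the spread between conceptuses for 34, 33, 8 and 38 of the genes tested in the same order, at a mean of up to 0.158 CPM, so depth limits these genes. No paired analysis was possible because the labels give the diet groups no shared litter or replicate. A lane covariate and lane 2 alone were not run for male tissues or the interaction, since every male reduced Trp library analysed here was in lane 3. Covariates take up a degree of freedom, and settings with fewer libraries have less power. Otherwise, the cause was not tested for any change given below.

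With DESeq2 in place of edgeR, 549, 2, 29 and 544 genes were called in these comparisons, 2 in both placentas instead of 0, 26 (1 higher, 25 lower) instead of 7 in the placenta interaction and 13 (12 higher, 1 lower) in that of fetal brain, where edgeR called 0. Lists overrepresented among the called genes were 9 instead of 1 in female placenta, 4 instead of 0 in female and 1 instead of 0 in male fetal brain. Without a low-count filter edgeR called 52 (1 higher, 51 lower) in female placenta, 1 in male placenta, 4 in female fetal brain and 18 in the placenta interaction, and 11 in female placenta with all groups fitted together. The female placenta count was 0 with the hepatocyte and visceral endoderm, 0 with the embryonic globin, 0 with the squamous and 0 with the lane covariate, 0 in lane 2 alone and 0 without F2, F79 and F92, and the placenta interaction 0 with the hepatocyte and visceral endoderm covariate and 0 without these 3. For camera with an estimated correlation, 1 list passed in female placenta instead of 9, and 0 in male placenta, female and male fetal brain instead of 7, 15 and 13. On the DESeq2 components the exact p of the separation in female placenta was 0.0524.

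The DESeq2 count of female placenta, 549 with 99 higher and 450 lower, was 5 with the hepatocyte and visceral endoderm covariate, 193 (109 higher, 84 lower) with the embryonic globin covariate, 1 (1 higher, 0 lower) with the squamous covariate, 41 (5 higher, 36 lower) with the lane covariate, 25 (1 higher, 24 lower) in lane 2 alone and 46 (2 higher, 44 lower) without F2, F79 and F92. In male placenta it was 6 and in male fetal brain 32 (1 higher, 31 lower) with the embryonic globin covariate. For female fetal brain it was 15 (2 higher, 13 lower) with the lane covariate, and the split of its calls shifted with the hepatocyte and visceral endoderm covariate, to 23 (21 higher, 2 lower), and the embryonic globin covariate, to 42 (25 higher, 17 lower).

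Leaving out each library in turn gave edgeR counts of 0 to 109 in female placenta, 0 to 1 in male placenta, 0 to 17 in female and 0 to 191 in male fetal brain, 0 to 13 for the placenta and 0 to 2 for the fetal brain interaction. The DESeq2 counts were 125 to 1081, 1 to 88, 17 to 476 and 211 to 989 in the same order of tissues. The exact p of the separation was 0.00794 to 0.0476, 0.119 to 0.667, 0.0238 to 0.278 and 0.0179 to 0.321. The libraries that moved a count by over 1.5 times, or the exact p across 0.05, are named beside the results.

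The log2 fold changes that changed sign, all at an adjusted p of at least 0.842, did so with a covariate. The squamous covariate nearly equals diet in female placenta, since the library means lie between 1.00 and 1.32 in controls and between -1.54 and -0.62 in reduced Trp placentas, so the diet values and counts with it are extrapolations that tell little. With it they were Afp 4.80, Apoa4 3.89, Apoe 2.85, Slc39a4 0.56, Rbp4 0.68, Hpx 2.80, Serpina1a 2.82, Kng1 4.52, Mvd 0.86, Pcsk9 4.59, Fdps 1.27, Gstt1 0.35, Gstm1 3.15, Wnt10a 0.29, Slc13a3 4.29, Slc23a3 3.97, Slc6a19 2.54, Slc6a4 0.79, Nol4 -0.46, Cyp1a1 -1.59, Slc26a7 -3.07, Pomc 0.54, Slc43a2 0.52, Slc15a1 1.72, Slc51a 4.604, Ddc 2.60, Slc18a1 2.22, Psat1 2.97 and Gpt2 2.47. With the hepatocyte and visceral endoderm covariate they were Slc13a3 0.10 and Ddc 0.16 in female placenta and Prl3b1 0.24, Psg21 0.52, Ctsj 1.96, Rax 2.05 and Chac1 0.016 in female fetal brain, and with the embryonic globin covariate Hbb-y -0.29 there. With each library left out in turn, the median of the squamous epithelium genes in female fetal brain was between -1.22 without F50 and 0.036 without F21.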

Differences from the paper's values

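The settings of DESeq2 other than its default were chosen after the values were seen.

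At the paper's thresholds, the paper gives 549 differentially expressed genes in female placenta, 99 higher and 450 lower, against 5, 0 higher and 5 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (3638 at an unadjusted p under 0.05). For female fetal brain it gives 29, 3 higher and 26 lower, against 0, 0 higher and 0 lower (2156), and for male placenta 2 against 0 (722), where the paper had 5 reduced Trp libraries and 4 were analysed here. Of the alternatives set before the data were examined, DESeq2 gave 549, 29 and 2, which equal the paper's counts. RLE size factors, no low-count filter, all groups fitted together, no fold threshold and the covariates or lane 2 libraries, where they were run, did not reach them. DESeq2 on the genes edgeR kept, chosen after seeing the values, gave 527, 25 and 2 and kept 512 of 549, 24 of 29 and 2 of 2 genes of the DESeq2 default. DESeq2 settings chosen after seeing the values also stayed within 1.5 times the paper's count in female placenta without F88 (442, keeping 387). In female fetal brain they did so with the hepatocyte and visceral endoderm covariate (23, keeping 0, with members of these lists left out), the embryonic globin covariate (42, keeping 16), lane 2 libraries alone (33, keeping 4, from 1 reduced Trp library), and without F2, F79 and F92 together (23, keeping 19) or F2, F21, F69, F79, F88 or F92 singly (20 to 36, keeping 20 to 25). In male placenta they did so with the hepatocyte and visceral endoderm covariate (2, keeping 1) and without M1, M20 or M93 (2 to 3, keeping 1 to 2). For male fetal brain the paper gives 0, as edgeR does here (2988), while DESeq2 called 544 genes in the 3 reduced Trp and 6 control libraries analysed here, where the paper had 4 and 6. That DESeq2 count was 32 with the embryonic globin covariate, chosen after seeing the values, and other splits of these libraries gave up to 1101.

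For the separation by diet, the paper gives PERMANOVA p = 0.05 in female placenta, against an exact p = 0.0143 here. Bray-Curtis distances (0.0381) and the first 2 principal components of DESeq2 normalized counts (0.0524) are within 1.5 times the paper's value, on either side of 0.05, and the first 2 principal components of log2(CPM + 1) are not (0.0143). For female fetal brain the paper gives 0.04, against an exact p = 0.105, and Bray-Curtis (0.0857), the log2 components (0.100) and the DESeq2 components (0.214) are over 1.5 times it as well. For male fetal brain, with 4 reduced Trp libraries in the paper and 3 here, it gives 0.26, against an exact p = 0.0595, where the DESeq2 components (0.179) are within 1.5 times it and Bray-Curtis (0.0833) and the log2 components (0.0595) are not. Left out singly, F21 and F2 (0.0476 each) gave female placenta values within 1.5 times the paper's, and M93 (0.321) did so in male fetal brain, while without F58 the female fetal brain value was 0.0238, below the paper's.

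The adjusted p-values of the paper's tables are lower than those of edgeR here. In female placenta they are Wnt10a (paper 0.000298, here 0.149), Slc13a3 (paper 0.048659, here 0.174), Apoe (paper 8.17e-05, here 0.142), Slc23a3 (paper 0.023438, here 0.158), Slc6a19 (paper 0.006882, here 0.158), Slc36a2 (paper 0.023087, here 0.174), Slc6a4 (paper 0.041137, here 0.186), Nol4 (paper 0.00023, here 0.147), Car6 (paper 3.48e-05, here 0.149), Cyp1a1 (paper 0.002075, here 0.166), Slc26a7 (paper 0.042201, here 0.211), Hsd17b7 (paper 0.000842, here 0.142) and Cyp2ab1 (paper 0.000481, here 0.142). In female fetal brain they are Ambp (paper 1e-05, here 0.286), Apoh (paper 2.92e-05, here 0.316), Afp (paper 3.31e-10, here 0.0667), Apob (paper 0.003115, here 0.4999), Apoa4 (paper 0.04041, here 0.4999) and Apoa1 (paper 3.48e-09, here 0.0667). In male placenta it is Car6 (paper 7.34e-12, here 0.274). With DESeq2, 19 of these 20 adjusted p-values are within 1.5 times the paper's, and male Car6, at 9.12e-09 in a comparison with 4 reduced Trp libraries where the paper had 5, is not. RLE size factors, no low-count filter, all groups fitted together, the hepatocyte and visceral endoderm covariate, the squamous covariate and the lane settings, for the genes where each was run, are not within 1.5 times either. Some edgeR settings do call genes of the tables at an adjusted p of 0.05 or less: no low-count filter calls Apoe in female placenta, Car6 in male placenta and Afp and Apoa1 in female fetal brain. Of the settings that leave out 1 library, the one without F10 calls Apoe, the one without F58 calls Slc23a3, Slc6a4, Nol4, Car6, Cyp1a1 and Hsd17b7, the one without M93 calls male Car6, the one without F21 calls Ambp, Apoh, Afp and Apoa1, and the one without F2 calls Afp.

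The paper gives an average of 131000 reads per library, beside 128000000 mapped reads. The counts assigned to genes here had a mean of 106601000 per library, and no alternative applies to this value.

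The paper reports that the female fetal brain genes are expressed mainly in liver, intestine and kidney. It used the TissueEnrich program with mouse ENCODE data, which was not run here. The fixed marker lists below are another measure, in which a gene expressed in several organs need not appear, so they do not test the paper's result. Among the genes DESeq2 called lower there, 15 of 26 hepatocyte markers were found, and for enterocyte genes 1 of 14 (one-sided Fisher's exact test, adjusted p = 0.0742) and for kidney proximal tubule genes 0 of 15 (adjusted p = 1.00).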

Other observations

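The DESeq2 counts with alternatives, the embryonic globin covariate and the counts without F2, F79 and F92 were chosen after the data were seen, while the test of the stage score was set before its result was seen.

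Genes of the amino acid response through Gcn2 and Atf4 were not higher as a group in conceptuses of reduced Trp dams. In female placentas, Asns, which makes asparagine, had a log2 fold change of -0.79 (standard error 0.231) with an edgeR adjusted p = 0.175, and every control was above every reduced Trp library (n = 4 and 6). Psat1, of serine synthesis, and Gpt2, an alanine transaminase, had -1.63 (standard error 0.448) and -1.23 (standard error 0.313). Over 23 genes the median was -0.20 (with 1 library left out, between -0.28 without F10 and -0.10 without F21), with 5 lower when adjusted over the list alone, 0 lower over all genes in edgeR and a camera adjusted p = 0.0904. In male fetal brains, Asns had -0.64 (standard error 0.166) and the list a median of -0.17 (-0.09 without M46, camera adjusted p = 0.0366, and adjusted p = 0.700 with an estimated correlation, n = 6 and 3). In female fetal brains Asns had -0.52 (standard error 0.211) and Chac1, which degrades glutathione, -0.90 (standard error 0.296), with a list median of -0.16, -0.04 without F21 and -0.11 without F92 (camera adjusted p = 0.0206, and 0.528 with an estimated correlation). Pomc, the precursor of melanocortins and endorphin, was at 2.12 ± 0.953 CPM (SD, n = 4) in female control placentas and 0.908 ± 0.293 CPM (SD, n = 6) in reduced Trp placentas, with an edgeR adjusted p = 0.160.

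Mesenchyme and meninges markers had a median log2 fold change of 0.55 in female fetal brains (camera adjusted p = 0.000343, and adjusted p = 0.528 with an estimated correlation, n = 4 and 6), with Lum, a proteoglycan of connective tissue, at 1.00 (standard error 0.326) and Prrx1, a transcription factor of mesenchyme, at 1.13 (standard error 0.399). Serotonin receptors had medians of -0.40 in female and -0.50 in male fetal brains (camera adjusted p = 0.0449 and 0.0209, and 0.589 and 0.713 with an estimated correlation). These were -0.18 without F2 and -0.61 without F58 in female and -0.24 without M93 in male fetal brains. Serotonergic neuron markers had medians of -0.15 and -0.04 (camera adjusted p = 0.573 and 0.863), whose sign turns with 1 library left out, between -0.32 without F58 and 0.14 without F40 in female and between -0.67 without M86 and 0.22 without M93 in male fetal brains. Of 33 lists, camera called 9 in female placenta, 7 in male placenta, 15 in female fetal brain and 13 in male fetal brain, and with an estimated correlation 1, 0, 0 and 0. The correlations of transcripts with metabolites were not analysed here.

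Embryonic beta-globin transcripts, as a share of all beta-globin counts, had means of 0.0515 ± 0.0362% and 1.64 ± 3.47% in female placenta (exact p = 0.110), 0.514 ± 1.12% and 2.62 ± 4.63% in male placenta (exact p = 0.276), 0.0719 ± 0.0571% and 1.42 ± 2.93% in female fetal brain (exact p = 0.129) and 0.495 ± 1.05% and 5.56 ± 8.81% in male fetal brain (exact p = 0.0952), with controls first (SD, n = 4 and 6, 6 and 4, 4 and 6, 6 and 3). Conceptuses of different developmental stage could give such a spread, since this globin is replaced by the adult form as the embryo grows. Across 19 fetal brain libraries, a score of genes that rise or fall with fetal brain age had a Spearman rho of -0.937 and a Pearson r of -0.898 with the log2 share (2-sided permutation p = 1e-05 for each, the smallest possible), and -0.912 and -0.890 without M93 and F92, consistent with a difference in stage. The score, higher in older brains, was 4.08 ± 0.63 and 3.51 ± 0.81 in female (exact p = 0.252, n = 4 and 6) and 4.06 ± 0.82 and 2.98 ± 0.45 in male fetal brains of control and reduced Trp dams (exact p = 0.0833, n = 6 and 3). Over both sexes it was 4.07 ± 0.71 and 3.33 ± 0.73 (exact p = 0.0412, n = 10 and 9). This p and those of the correlation take litter mates of the 2 sexes as independent. With the log2 share as a covariate, chosen after the data were seen, DESeq2 called 32 instead of 544 genes in male fetal brain and 193 instead of 549 in female placenta. It called 42 instead of 29 in female fetal brain and 6 instead of 2 in male placenta. In the same order, 30, 85, 16 and 1 of these genes were also called without the covariate. Whether a younger stage follows from the diet or from the time of mating was not tested.

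Other splits of the libraries into groups of the same sizes show how often chance reaches each count. For edgeR in female placenta, 1 of 100 (real 5, highest other 0) splits gave as many genes, and for DESeq2 1 of 60 (real 549, highest other 237), the real one included. No other split drawn reached either count, which makes chance unlikely for both but does not exclude it. For DESeq2 in male placenta 20 of 60 (real 2, highest other 741), in female fetal brain 8 of 60 (real 29, highest other 367) and in male fetal brain 5 of 84 (real 544, highest other 1101) splits did so, so chance cannot be excluded there. For edgeR the real count of these 3 comparisons is 0, which every split reaches, so the splits tell nothing about chance: 100 of 100 (real 0, highest other 1274) in male placenta, 100 of 100 (real 0, highest other 65) in female fetal brain and 84 of 84 (real 0, highest other 559) in male fetal brain. For the sex-by-diet interaction, permutations of sex within diet gave 4 of 100 (real 7, highest other 6444) in placenta, the real one included. Few permutations reached this count, but chance is not excluded for it, since others gave far more genes. In fetal brain 100 of 100 (real 0, highest other 488) did so, where a real count of 0 again tells nothing. At an unadjusted p under 0.05, 66 of 100 (real 536, highest other 9036) permutations reached the real number in placenta, as 5 of 100 (real 3638, highest other 5218) splits did in female placenta for edgeR and 2 of 60 (real 4315, highest other 5157) for DESeq2, and the interaction count was 0 without F2, F79 and F92. The splits with the highest counts, where these exceeded the real one, were M1, M27, M59, M9 against the rest in male placenta and F21, F40, F50, F69, F79, F88 in female fetal brain for edgeR, M1, M27, M46, M59 in male placenta and F10, F2, F40, F50, F58, F88 in female fetal brain for DESeq2, and M1, M27, M9 in male fetal brain for both. Each is the highest of many splits. Whether they reflect a structure of the samples other than diet was not tested. None of these splits follows sequencing lane, and M1, M27 and M9 had the 3 highest stage scores of the male fetal brains. Whether the permutation with the highest interaction count in placenta reflects such a structure was not tested either.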
